# Spatiotemporal local and abscopal cell death and immune responses to histotripsy focused ultrasound tumor ablation

**DOI:** 10.3389/fimmu.2023.1012799

**Published:** 2023-01-23

**Authors:** Ashley L. Pepple, Joey L. Guy, Reliza McGinnis, Amy E. Felsted, Brian Song, Ryan Hubbard, Tejaswi Worlikar, Hannah Garavaglia, Joe Dib, Hannah Chao, Nicoleen Boyle, Michal Olszewski, Zhen Xu, Anutosh Ganguly, Clifford S. Cho

**Keywords:** ablation, immunity, tumor, histotripsy, ultrasound, necroptosis, ferroptosis

## Abstract

**Introduction:**

Histotripsy is a novel focused ultrasound tumor ablation modality with potent immunostimulatory effects.

**Methods:**

To measure the spatiotemporal kinetics of local andabscopal responses to histotripsy, C57BL/6 mice bearing bilateral flank B16 melanoma or Hepa1-6 hepatocellular carcinoma tumors were treated with unilateral sham or partial histotripsy. Treated and contralateral untreated (abscopal) tumors were analyzed using multicolor immunofluorescence, digital spatial profiling, RNA sequencing (RNASeq), and flow cytometry.

**Results:**

Unilateral histotripsy triggered abscopal tumor growth inhibition. Within the ablation zone, early high mobility group box protein 1 (HMGB1) release and necroptosis were accompanied by immunogenic cell death transcriptional responses in tumor cells and innate immune activation transcriptional responses in infiltrating myeloid and natural killer (NK) cells. Delayed CD8+ T cell intratumoral infiltration was spatiotemporally aligned with cancer cell features of ferroptosis; this effect was enhanced by CTLA-4 blockade and recapitulated *in vitro* when tumor-draining lymph node CD8+ T cells were co-cultured with tumor cells. Inoculation with cell-free tumor fractions generated by histotripsy but not radiation or freeze/thaw conferred partial protection from tumor challenge.

**Discussion:**

We propose that histotripsy may evoke local necroptotic immunogenic cell death, priming systemic adaptive immune responses and abscopal ferroptotic cancer cell death.

## Introduction

There is great interest in developing ablative therapies to trigger systemic anti-tumor immune responses that could augment the efficacy of cancer immunotherapy (1–13). By initiating immunogenic cell death pathways (e.g., necroptosis, pyroptosis) that release tumor-specific antigens within the context of pro-inflammatory danger signals, ablation could initiate the cancer immunity cycle of antigen presentation and adaptive immune stimulation (14). The cytotoxic capacity of CD8+ T cells primed by checkpoint inhibition immunotherapy has recently been shown to be mediated through ferroptosis, a pathway of oxidative programmed cell death to which cancer cells appear to be uniquely susceptible (15–20). Ideally, immunostimulatory ablative therapies capable of triggering ferroptotic anti-tumor CD8+ T cell responses would be particularly attractive for future clinical translation (10). Focused ultrasound (FUS) ablation modalities using high intensity ultrasound pulses to cause destructive tissue cavitation have shown immunostimulatory promise (21–32). We have observed that histotripsy, a non-thermal mode of mechanical FUS (33–36), incites potent local and abscopal anti-tumor immune responses that are stronger than those generated by thermal ablation or radiation (37, 38). We reported that histotripsy induces the early release of immunogenically intact tumor antigens and pro-inflammatory damage-associated molecular patterns (DAMPs) like high mobility group box protein 1 (HMGB1) within the tumor ablation zone. Using flow cytometry, we demonstrated that these changes were followed by influx of innate and adaptive immune cell populations into treated tumors (37). To understand the spatiotemporal evolution of these changes in treated and distant, untreated tumors, we now report microscopy-based observations of the local and abscopal inflammatory and immune cell responses and cancer cell death pathways that follow histotripsy tumor ablation.

## Methods

### Mice, cell lines, and tumor inoculations

Male and female C57BL/6 mice aged 6–8 weeks old were purchased from Taconic (Hudson, New York) and housed and maintained in specific pathogen-free conditions. Experimental groups were assigned prior to all interventions without randomization and investigators were not blinded to experimental groups. Each experiment involved 4–10 mice per experimental group, and experimental group sizes are noted in the Figure Legends. B16F10 and Hepa1-6 cells were purchased from ATCC (Manassas, VA) and used within 10 passages from receipt. Cell lines were maintained using methods previously described (37). Flank tumors were established by subcutaneous injection with 5-10x10^4^ B16F10 or 5x10^6^ Hepa1-6 cells suspended in phosphate buffered saline (PBS) and Matrigel (Gibco, Life Technologies Corporation) at a 1:1 ratio. Flank tumors were monitored and measured with electronic calipers at least every 3 days, and tumor volumes were calculated according to the following formula: volume=long dimension x short dimension x (short dimension/2). Endpoint criteria for euthanasia included maximal tumor diameter >18 mm with concomitant >50% total body surface area tumor ulceration.

### *In vivo* tumor treatment

Tumors were treated with sham or histotripsy ablation or radiation using protocols previously described (37, 38). Briefly, histotripsy ablation was performed using 50 histotripsy pulses at 100 Hz pulse repetition frequency (PRF) delivered at each location to generate an estimated −30 MPa peak negative pressure at the focus. Histotripsy ablation times ranged from 4-15 minutes. Tumor irradiation was performed by placing mice in radiation chambers with lead body shielding leaving only the tumor exposed to 15 Gy unfractionated radiation. Checkpoint inhibition immunotherapy was administered using methods previously described (37), with 200 μg anti-CTLA-4 mAb (Bio X Cell, Lebanon, NH) administered on selected days *via* intraperitoneal injection.

### Tumor dissociation

Tumors were dissociated into single cell suspensions in collagenase/hyaluronidase (STEMCELL Technologies, Vancouver, Canada) for approximately 40 minutes at 37°C using an Octodissociator with gentleMACS C-tubes (Miltenyi, Bergisch Gladbach, Germany). Cells were then passed through a 70 μm filter before adding 1X ammonium chloride buffer (Stemcell Technologies) to remove red blood cells. Cells were resuspended for 2 min in 0.25% Trypsin-EDTA (Gibco, Life Technologies Corporation) and triturated to achieve single cell suspensions, then washed with PBS containing 2% fetal bovine serum (FBS). Cells were suspended in DNAse I (STEMCELL) for 5 minutes and washed with PBS containing 2% FBS. Cells were filtered through a 40 μm filter before flow cytometry.

### Multicolor immunofluorescence

Multicolor immunofluorescence analysis of tumor cell death and tumor-infiltrating cell populations was performed using methods previously described (37). For cell population analysis, samples were washed and incubated with rabbit anti-mouse anti-CD8a antibody (Abcam, Boston, MA) followed by Alexa 555 goat anti-rabbit secondary antibody (Invitrogen, Waltham, MA) or Alexa 488-labeled rat anti-mouse CD11b (Abcam) or Alexa 647-conjugated mouse anti-NK1.1 antibody (Invitrogen) at 37°C for 1 hour. For pRIPK3 and pMLKL staining, samples were incubated with primary rabbit anti-mouse pRIPK3 antibody (Cell Signaling Technology, Danvers, MA) at 1:100 dilution in universal antibody dilution solution (Sigma Aldrich, St. Louis, MO) for 1 hour, then washed in PBS and incubated with Alexa 488-labeled goat anti-rabbit secondary antibody (Invitrogen, Waltham, MA). After washing, samples were stained with rabbit anti-mouse anti-pMLKL antibody (Cell Signaling Technology) directly conjugated to Alexa 555 using the Zenon Antibody Labeling Kit (Thermo Fisher, Waltham, MA) for 1 hour. For HMGB1, 4-HNE and CD8 staining, samples were incubated with mouse anti-HNEJ2 antibody (Abcam) and rabbit anti-mouse CD8a antibody (Abcam) at 4°C overnight. Samples were then washed and counterstained with Alexa 555-labeled goat anti-rabbit and Alexa 647 goat anti-mouse secondary antibodies (Invitrogen) at 37°C for 45 minutes. After washing, samples were incubated with mouse anti-HMGB1 antibody at 37°C for 1 hour. Samples were then washed and blocked in goat serum, incubated with Alexa 555-conjugated goat anti-rabbit secondary antibody (Invitrogen) for 45 minutes, and washed in PBS for 30 minutes. Samples were then incubated with rabbit anti-mouse HMGB1 antibody directly conjugated to Alexa 488 (Abcam) for 1 hour at 37°C. Samples were washed in PBS and quenched for autofluorescence and mounted as described (37). Samples were visualized at 10X or 20X magnification using a Keyence BZ-800 microscope (Keyence, Osaka, Japan) under 10X objective or 20X objective using a 1X digital zoom, and image capture was performed using a DXM1200F camera using software supplied by the vendor (Nikon). Spatial intensity of staining was performed in ImageJ, using phase contrast microscopy to identify the zone of histotripsy tumor ablation. Entire tumor sections were examined for immunohistochemical analysis, and fluorescence intensity of staining was calculated over every 100 μm^2^ area. A minimum of 5 fields of view from two independent experiments were considered for intensity analysis and statistical analysis. Images were imported to ImageJ and the threshold was adjusted using the color threshold tool. Cells were then counted using ImageJ software after appropriate background subtraction. Cells lacking intranuclear HMGB1 were scored as cells that had released HMGB1, and cells containing intranuclear HMGB1 were scored as cells that had retained HMGB1. Nuclear localization was confirmed by colocalization with DAPI. To measure the spatial correlation between CD8+ T cells and tumor cell HMGB1 release or 4-HNE accumulation, a region of interest of 50 μm diameter was drawn around CD8+ cells, and the percent of tumor cells without HMGB1 or with 4-HNE was calculated.

### RNA extraction, sequencing, and analysis

Flow-sorted CD45+ and CD45- cells were lysed and RNA was extracted per manufacturer instructions using the Qiagen RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA was immediately frozen for storage and submitted to the University of Michigan Advanced Genomics Core for library preparation and QuantSeq analysis. Pooled libraries were subjected to 101 bp single-end sequencing with Illumina NovaSeq following manufacturer protocols (Illumina, San Diego, CA). Bcl2fastq2 Conversion Software (Illumina) was used to generate de-multiplexed Fastq files. Reads were trimmed using Trim Galore (v0.5.0) (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using default settings. Reads were aligned using STAR (v 2.6.0) using default settings (39). Unique molecular identifiers were collapsed using Lexogen Quantseq (v2.3.6). Reads were mapped to the mouse genome GRCm38 from the Ensembl genome database. Reads were counted using Bioconductor R package Rsubread and featureCounts function (40). RNASeq data analysis and visualizations were performed using BioJupies (41). Methods derived from the Biojupies analyses are summarized in the following passages. Raw counts were normalized to log10-Counts Per Million (logCPM) by dividing each column by the total sum of its counts, multiplying by 10^6^, and applying a log10-transform. Principal component analysis (PCA) was performed using the PCA function from the scikit-learn Python module. Before performing PCA, raw gene counts were normalized using the logCPM method, filtered by selecting the 500 genes with the most variable expression, and transformed using the Z-score method. Heatmaps were generated in Graphpad (GraphPad Software, San Diego, CA) by plotting the Z-scores for the top 2500 differentially-expressed genes associated with a relevant gene ontology (42–44).

### Digital spatial profiling

The Nanostring GeoMx Digital Spatial Profiling (DSP) (Nanostring, Seattle, WA) platform was used to quantify expression levels of immune-relevant proteins in specific areas of lymphocytic infiltration present within tumors (45). Tumor sections of 5 μm thickness were stained with fluorescent antibodies against CD8 and CD45 and S100B, and 12 regions of interest representing areas of lymphocytic infiltration measuring 200 μm in diameter were selected per tumor. Protein profiling data were provided by NanoString through their Technology Access Program.

### Flow cytometry

The following fluorophore-conjugated antibodies were used in this study: αCD45-Alexa Fluor 488 or -PerCP-Cy5.5 (30-F11), αCD8α-APC-Cy7 or Pacific Blue (53-6.7), αCD4-BB700 or -APC-Cy7 (RM4–5), αCD3/CD3ϵ-Brilliant violet^®^ (BV)605 (17A2 or 145-2C11), αCD11b-BV510 (M1/70), αF4/80-PE-Cy5 (BM8), αCD11c-PE-Cy7 (N418), αCD69-APC (H1.2F3), αLy6G-PE (1A8), αLy6C-PE-Dazzle 594 (HK1.4), αPD-1-PE (RMP1-14), αCD161-AF488 (694370), αCD25-PeCy5 (PC61), αCD19-PE-Cy7 (6D5), αCD127-BV510 (A7R34), αCD62L-AF647 (MEL-14), αCD44-PE-CF594 (IM7). (All antibodies were purchased from BioLegend (San Diego, CA), eBioscience (San Diego, CA), BD Biosciences (San Diego, CA), R&D Systems (Minneapolis, MN), or Cell Signaling Technology.) Cells were stained with a viability marker (Live/Dead Near-IR (Thermo Fisher) or DAPI according to manufacturer’s instructions and stained for surface markers following Fc receptor blocking with TruStain FcX (BioLegend) per manufacturer’s instructions. Immediate staining after tissue harvest was performed for sorting of CD45+ or CD45- populations; cells for analysis of surface marker expression with flow cytometry were initially frozen in RPMI-1640 with 10% FBS and 10% DMSO and thawed and stained on the day of analysis.

### Co-culture experiments

C57BL/6 mice bearing unilateral B16F10 flank tumors were treated with no therapy or histotripsy ablation on day 10. Mice were euthanized on day 15 and tumor-draining inguinal lymph nodes were harvested. CD8+ T cells were isolated from lymph nodes using the EasySep™ cell isolation system (STEMCELL). 10^6^ CD8+ T cells were added to cultured B16F10 cells in 1.5 mL tubes in RPMI-1640 with 10% FBS for 90 minutes at 37°C. Tubes were then centrifuged and plated on poly-lysine coated glass slides for 10 minutes in a humid chamber at 37°C to allow for adherence. Cells were fixed with 3.5% buffered parformaldehyde and permeablized with 0.5% Triton X-100 and blocked in 5% bovine serum albumin (Sigma). Cells were first stained overnight with αHNEJ2 antibody (1:100 dilution) (Abcam) at 4°C, then counterstained with goat anti-mouse IgG antibody (1:200 dilution) (Thermo Fisher) and stained with αCD8 antibody directly conjugated to Alexa 488 (1:100 dilution) (BioLegend). After staining, slides were washed in PBS, mounted with prolonged gold-containing DAPI, and visualized. Ten fields of view were captured under 20X magnification, and the number of 4-HNE-positive cells were counted relative to the total number of B16F10 cells.

### Vaccination studies

C57BL/6 mice bearing unilateral B16F10 flank tumors were treated with no therapy, histotripsy ablation, or 15 Gy external beam radiation therapy on day 10. Mice were euthanized on day 11 and tumors were explanted. Tumors that received no treatment were exposed to 3 cycles of rapid freezing for 2 minutes in liquid nitrogen and thawing for 2 minutes in a 60°C water bath. Tumor homogenates were centrifuged at 1K RPM for 5 minutes, and the cell-free supernatant was injected intraperitoneally into naïve C57BL/6 mice one day prior to flank injection with B16F10 tumors.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software (GraphPad Software). The difference between means of unpaired samples was performed using two-way analysis of variance (ANOVA) with Bonferroni’s post-test or an unpaired t-test as indicated. Tumor growth kinetics were compared using ANOVA. Statistical significance was defined as p<0.05. Numbers of mice per experiment are noted in the Figure Legends.

### Study approval

All animal studies were performed in accordance with protocols and animal care and use guidelines approved by the Institutional Animal Care and Use Committees of the VA Ann Arbor Healthcare System and University of Michigan.

## Results

### Partial histotripsy ablation inhibits tumor growth rate in treated tumors and in distant untreated tumors

To compare the effects of histotripsy on tumors treated with partial histotripsy ablation (“histotripsy-treated” tumors) and distant untreated (“histotripsy-abscopal”) tumors, as well as across tumors of different histology and immunogenicity, we performed unilateral sham (control) versus partial (~80-90% tumor volume) histotripsy tumor ablations in C57BL/6 mice bearing bilateral flank B16F10 melanoma or Hepa1-6 hepatocellular carcinoma tumors. Partial tumor ablations were performed in order to avoid collateral damage to surrounding subcutaneous tissues. Whereas poorly immunogenic B16F10 tumors exhibit exponential growth, moderately immunogenic Hepa1-6 tumors exhibit linear growth. Ablations were performed on days 9-10 after tumor inoculation, when tumor volumes exceeded 7 mm in diameter. As shown in **Figures 1A, B**, partial histotripsy ablation caused immediate growth arrest of histotripsy-treated B16F10 tumors and gradual regression of histotripsy-treated Hepa1-6 tumors. As previously reported (37), unilateral histotripsy was accompanied by abscopal inhibition of contralateral histotripsy-abscopal B16F10 tumors. In the Hepa1-6 tumor model, unilateral histotripsy was accompanied by growth arrest and gradual regression of histotripsy-abscopal tumors. This abscopal effect appeared antigen-specific, as no abscopal growth inhibition was observed in contralateral tumors of discordant pathology. These observations confirm that unilateral histotripsy tumor ablation results in rapid abscopal growth inhibition of contralateral, non-ablated tumors across two different histological tumor types.

**Figure 1:**
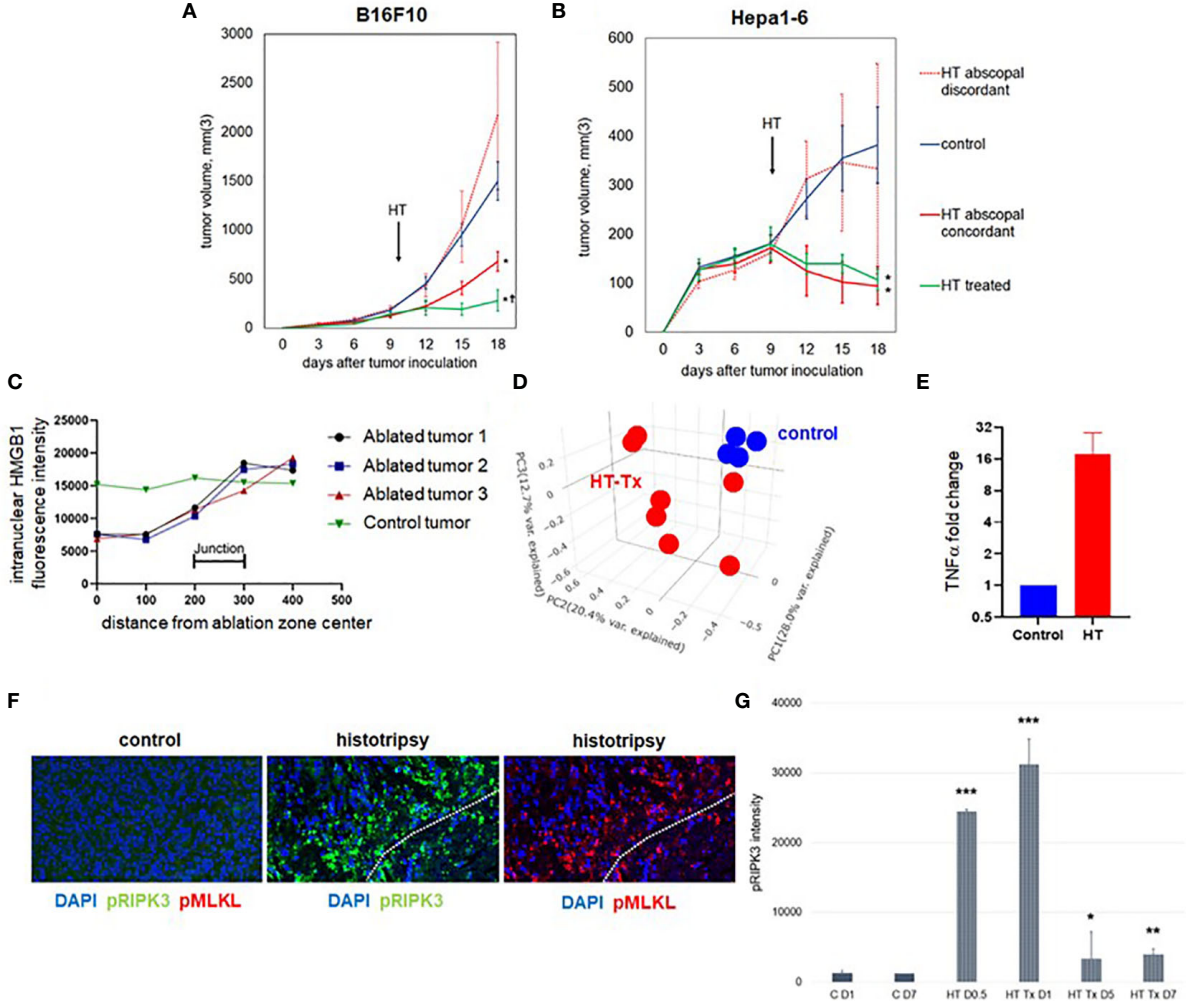
Unilateral histotripsy tumor ablation induces antigen-specific abscopal inhibition of distant, untreated tumors and local immunogenic cell death. **(A)** C57BL/6 mice were inoculated with bilateral flank B16F10 tumors (“HT abscopal concordant”) or unilateral B16F10 flank tumors and contralateral Hepa1-6 flank tumors (“HT abscopal discordant”), and sham (“control”) or histotripsy ablation encompassing ~80-90% of unilateral B16F10 flank tumors (in control and abscopal concordant groups) or unilateral Hepa1-6 flank tumors (in the abscopal discordant group) was performed on day 10. In contrast to sham ablation controls, mice treated with unilateral partial histotripsy ablation demonstrated immediate local growth arrest of treated B16F10 tumors (“HT treated”) and immediate abscopal growth inhibition of distant untreated B16F10 tumors (“HT abscopal concordant”) but not distant untreated B16F10 tumors after contralateral Hepa1-6 tumor ablation (“HT abscopal discordant”). **(B)** In mice bearing bilateral flank Hepa1-6 tumors or unilateral Hepa1-6 flank tumors and contralateral B16F10 flank tumors, unilateral partial histotripsy ablation of Hepa1-6 tumors (in control and HT abscopal concordant groups) or B16F10 tumors (in the HT abscopal discordant group) demonstrated immediate growth arrest and regression of treated Hepa1-6 tumors (“HT treated”) and distant untreated Hepa1-6 tumors (“HT abscopal concordant”), but not of distant untreated Hepa1-6 tumors after contralateral B16F10 tumor ablation (“HT abscopal discordant”). **(C)** Multicolor immunofluorescence analysis of bilateral B16F10 tumors performed 2 days after unilateral sham or partial histotripsy ablation demonstrated homogeneous intranuclear staining of HMGB1 in control tumors. In contrast, significant loss of intranuclear HMGB1 staining was observed within the ablation zone of histotripsy-treated tumors; intranuclear HMGB1 was retained outside of the ablation zone. **(D)** RNASeq of CD45- tumor cells performed on day 13 revealed marked differences in transcriptional activity between control tumors (blue) and histotripsy-treated (“HT-Tx”) tumors (red) as evidenced by principal component analysis. **(E)** qRT-PCR of tumors performed on day 13 revealed an approximately 20-fold increase in TNFα mRNA in histotripsy-treated tumors (red) compared with control tumors (blue). **(F)** Multicolor immunohistochemistry 1 day after sham or histotripsy ablation revealed no measurable expression of the necroptosis markers pRIPK3 and pMLKL in control tumors; in contrast, profound co-localized expression of pRIPK3 and pMLKL was seen along the periphery of ablated zones in histotripsy-treated tumors. **(G)** Serial quantitation of pRIPK3 fluorescence intensity in control (“C”) and histotripsy-treated (“HT-Tx”) tumors over various time points demonstrated rapid and transient upregulation of necroptosis-associated phosphorylated protein levels following histotripsy ablation. [**(A, B):** n=7-9 mice per group; *=p<0.05 compared with control tumors; †=p<0.05 compared with HT abscopal concordant tumors. **(C-G):** n=3-4 mice per group; *=p<0.05 compared with control day 1 tumors; **=p < 0.01 compared with control day 1 tumors; ***=p < 0.0001 compared with control day 1 tumors].

### Partial histotripsy ablation is followed by early immunogenic cell death

As previously reported (37), multicolor immunohistochemistry revealed significant loss of intranuclear HMGB1 within the ablation zone on days 1-3 after partial histotripsy ablation (**Figure 1C**). 

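CD45- cells were flow-sorted from B16F10 tumors, grown from a mouse melanoma line under the skin of both flanks of C57BL/6 mice, 3 days after sham ablation or partial histotripsy ablation. Histotripsy breaks tissue apart mechanically with focused ultrasound, without heating it, and the histotripsy-abscopal tumor is the untreated tumor on the opposite flank. CD45 marks blood-derived cells, so the CD45- fraction holds the melanoma cells together with any other cells that lack CD45. RNA was sequenced by QuantSeq, which primes from the poly(A) end of each transcript, so that counts do not scale with transcript length. The authors trimmed the reads with Trim Galore, aligned them with STAR, collapsed the unique molecular identifiers and counted reads per gene of GRCm38 with featureCounts, and the deposited values are whole-number counts without normalization. There were 4 control, 7 histotripsy-treated and 7 histotripsy-abscopal libraries. The legend of Figure 1 gives at most 4 mice per group for panels C to G, which include the RNASeq, and that of Figure 2 at most 5, and the paper's text does not name the libraries behind them, so all 18 libraries were analysed. Total counts per library ranged from 1620780 to 2403889 in control tumors (median 2225068), from 1854131 to 3495650 in histotripsy-treated tumors (median 2502729) and from 1080212 to 3820705 in histotripsy-abscopal tumors (median 2871461). Ptprc, the gene of CD45, had between 0 and 3 counts in each library. The most abundant gene, an rRNA annotated as CT010467.1, took between 5.94% and 9.71% of the counts. Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test in a single fit of the 3 groups, over the 10921 genes that passed edgeR's filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes were tested with camera at a preset correlation of 0.01 between genes, with the p-values adjusted over the 19 list tests of this dataset.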

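For Figure 1D, counts per 1000000 counts of the library (CPM) were put on the log10 scale with a pseudocount of 1. The pseudocount was chosen here, since the paper names none. The 500 genes with the largest variance were converted to Z-scores before principal component analysis, as the paper describes. The CPM given for single genes and lists are instead scaled by TMM factors, unless library totals are named. PC1 held 75.6% of the variance, PC2 6.65% and PC3 4.58%. On PC1, whose sign is arbitrary, histotripsy-treated replicates 1 to 7 lay at 26.3, 4.87, 41.2, -21.7, -13.0, 13.5 and -3.72, and control replicates 1 to 4 at -11.2, 2.92, -18.3 and -20.8. Of the 7 histotripsy-treated libraries, 4 lay above each control library, and the rest lay within or below the range of the controls. The distance between the groups relative to the distance within them (pseudo-F 2.21) was reached or exceeded in 43 of the 330 ways to divide the 11 libraries (one-sided exact permutation test, p = 0.130), so the separation was not larger than the spread between libraries. Gene by gene, 10 genes differed between histotripsy-treated and control tumors, 8 higher and 2 lower, and 1154 genes had an unadjusted p under 0.05. Without a filter on low counts the number of called genes was 312, the largest shift among the alternatives, and it was 1 without control replicate 1. Gm26177, an snRNA gene on chromosome 10 of GRCm38 from 54311225 to 54311331, had 33.3 ± 5.10 CPM (SD, n = 7) in histotripsy-treated tumors and 13.8 ± 3.63 CPM (SD, n = 4) in control tumors, a log2 fold change of 1.28 (standard error 0.173, adjusted p = 0.00266, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in each of the 11 fits that left out 1 library. Id3, on chromosome 4 from 136143497 to 136145755, had 61.2 ± 26.8 CPM (SD, n = 7) against 12.6 ± 7.04 CPM (SD, n = 4), a log2 fold change of 2.21 (standard error 0.359, adjusted p = 0.0216, same test), and passed in 8 of the 11 fits. Smad7, on chromosome 18 from 75367529 to 75395935, had a log2 fold change of 1.43 (adjusted p = 0.0256, same test) and passed in 7. Kdm7a, on chromosome 6 from 39136623 to 39206789, was lower in histotripsy-treated tumors, with 63.6 ± 7.38 CPM (SD, n = 7) against 99.8 ± 13.4 CPM (SD, n = 4) and a log2 fold change of -0.65 (adjusted p = 0.0272, same test), and also passed in 7. The CPM values of these 4 genes did not overlap between the groups. Hmgb1 had a log2 fold change of 0.07 (adjusted p = 0.916, same test), which fell to -0.04 without control replicate 3.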

Despite partial ablation in which portions of histotripsy-treated tumors were left intact and unaffected by histotripsy, global RNASeq of CD45- tumor cells performed 3 days after sham or histotripsy ablation revealed significant differences in transcriptional activity following partial histotripsy (**Figure 1D**). Gene ontology enrichment analysis (**Supplemental Figure 1**) revealed that the most substantial increases in transcriptional activity in tumor cells following histotripsy were among pathways relevant to “cellular response to heat” (Z-score 12.2, FDR 3.9x10^-5^, p=1.7x10^-8^) and “response to unfolded protein” (Z-score 12.0, FDR=9.3x10^-5^, p=8x10^-8^); the most substantial decreases in transcriptional activity following histotripsy was among pathways relevant to “regulation of transcription from RNA polymerase II promoter” (Z-score 1.84, FDR=0.051, p=2.2x10^-5^). These pathway changes are consistent with responses to severe cellular and endoplasmic reticulum (ER) stress. 

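The terms of the gene ontology analysis were stood for by a list of 35 heat shock and unfolded protein genes written by hand, all of them tested, and by the 239 tested genes whose symbol begins with Zfp, most of which encode zinc finger proteins. The heat shock and unfolded protein list was higher in histotripsy-treated tumors than in control tumors, with a median log2 fold change of 0.22 and 31 of 35 genes higher (camera, adjusted p = 3.95e-09). The mean log2 CPM of the list was 7.56 ± 0.17 (SD, n = 7) in histotripsy-treated tumors and 7.24 ± 0.09 (SD, n = 4) in control tumors, and 6 of the 7 histotripsy-treated libraries lay above each control library. Adjusted over all genes tested 1 gene of the list passed the threshold, and adjusted over the list alone 3 did. The call against control was lost with fry (adjusted p = 0.116), with the correlation estimated from the data (0.243) and with the Reactome sets for the heat stress and unfolded protein responses in place of the list (0.499). Of 100 divisions of the libraries, the real one included, 10 gave as small a p. The list was also higher in histotripsy-abscopal than in control tumors (median 0.10, 24 of 35 genes higher, camera, adjusted p = 2.04e-04). There 5 of the 7 histotripsy-abscopal libraries lay above each control library. Tested directly, it was higher in histotripsy-treated than in histotripsy-abscopal tumors (median 0.19, camera, adjusted p = 0.00123). Among single genes, Hspa1b, on chromosome 17 from 34956436 to 34959238, had 308 ± 163 CPM (SD, n = 7) against 119 ± 23.2 CPM (SD, n = 4), a log2 fold change of 1.39 (adjusted p = 0.148, edgeR's quasi-likelihood test); it shares nearly all its sequence with Hspa1a, so its reads are uncertain. Dnajb1 had a log2 fold change of 0.97 (adjusted p = 0.316, same test). Hspa5 had 2462 ± 379 CPM (SD, n = 7) against 1856 ± 159 CPM (SD, n = 4), a log2 fold change of 0.41 (adjusted p = 0.289, same test). Atf3 was the only gene of the list to be called over all genes tested. It lies on chromosome 1 from 191170296 to 191218039 and had 126 ± 25.2 CPM (SD, n = 7) against 54.5 ± 7.30 CPM (SD, n = 4), a log2 fold change of 1.21 (standard error 0.215, adjusted p = 0.0272, same test), past the threshold in 6 of the 11 fits that left out 1 library. The Zfp genes had a median log2 fold change of -0.03, with 111 of 239 higher (camera, adjusted p = 0.163). Their adjusted p was 0.0369 without control replicate 1 and 0.551 without control replicate 4. Adjusted over all genes tested no Zfp gene passed, 20 had an unadjusted p under 0.05, and adjusted over the list alone 2 passed, both lower in histotripsy-treated tumors.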

Quantitative real-time polymerase chain reaction (qRT-PCR) demonstrated significant increases in TNFα transcription within treated tumors 3 days after histotripsy (**Figure 1E**). Immunohistochemical analysis of morphologically intact tumor cells at the junction of histotripsy ablated and non-ablated zones demonstrated rapid and transient colocalized upregulation of pRIPK3 and pMLKL (**Figures 1F, G** **)** indicating the onset of necroptosis, a TNFα-driven pathway of immunogenic cell death (46, 47).

In contrast to histotripsy-treated tumors, histotripsy-abscopal tumors exhibited no measurable extranuclear translocation of HMGB1 immediately after contralateral histotripsy ablation (**Figure 2A**). Moreover, RNASeq of CD45- tumor cell populations performed 3 days after sham or histotripsy ablation revealed no clear differences in overall patterns of transcriptional activity between control tumors and histotripsy-abscopal tumors (**Figure 2B**); in contrast to control tumors, upregulated transcriptional activity of genes associated with necroptosis, ER stress, cellular response to LPS, TNFα signaling, and inflammatory responses were observed in histotripsy-treated tumors but not histotripsy-abscopal tumors (**Figure 2C**).

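For Figure 2B, the principal components of the 7 histotripsy-abscopal and 4 control CD45- libraries held 29.2%, 21.5% and 13.1% of the variance. On PC1 the histotripsy-abscopal replicates 1 to 7 lay at 10.4, -0.47, 4.88, -8.00, 6.27, -8.88 and 11.8, all of them within the range of the control libraries, which ran from -21.8 to 20.5. The pseudo-F was 1.06, reached in 117 of 330 ways to divide the libraries (one-sided exact permutation test, p = 0.355). No gene differed between histotripsy-abscopal and control tumors (edgeR's quasi-likelihood test), and 567 genes had an unadjusted p under 0.05. Between histotripsy-treated and histotripsy-abscopal tumors, 16 genes differed, with 1474 at an unadjusted p under 0.05, but none did without histotripsy-abscopal replicate 1 and 99 did without histotripsy-treated replicate 5. The 5 lists of Figure 2C were read from the gene names of its heatmap; the paper chose those genes on these samples, so neither the camera tests of these lists nor the counts adjusted over a list alone are independent evidence of a difference.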

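In histotripsy-treated against control tumors, the ER stress list had a median log2 fold change of 1.21, with 8 of its 9 tested genes higher (camera, adjusted p = 9.93e-06). Its mean log2 CPM was 3.60 ± 0.68 (SD, n = 7) against 2.76 ± 0.32 (SD, n = 4), and 5 of the 7 histotripsy-treated libraries lay above each control library. The list for cellular response to LPS had a median of 0.74, with 24 of 28 genes higher (adjusted p = 4.60e-05), the TNF signaling list a median of 1.34, with 19 of 20 higher (adjusted p = 3.48e-06), and the inflammatory response list a median of 1.19, with 28 of 29 higher (adjusted p = 9.10e-09). For each of these 3 lists, 3 of the 7 histotripsy-treated libraries lay above each control library, and the means overlapped within 1 SD. The necroptosis list had a median of 0.27, with 7 of its 8 tested genes higher (adjusted p = 0.306). The heatmap gave 15 genes for it, and the rest were not tested. Adjusted over all genes tested, 1 gene of the ER stress list and no gene of the other lists passed the threshold, although 1, 5, 12, 12 and 14 genes of the necroptosis, ER stress, LPS, TNF and inflammatory lists had an unadjusted p under 0.05. Adjusted over the list alone, the numbers were 0, 4, 3, 5 and 8. In histotripsy-abscopal against control tumors, the ER stress list had a median of -0.08 (adjusted p = 0.163) and the necroptosis list a median of 0.10 (adjusted p = 0.867). The LPS, TNF and inflammatory lists were higher there too, with medians of 0.26, 0.21 and 0.24 (adjusted p = 0.0310, 0.0451 and 0.00735, camera), or 0.26, 0.11 and 0.23 with genes at or under 3 counts in each library of a group set to their bound. Without control replicate 4 these adjusted p were 0.679, 0.856 and 0.336, and no histotripsy-abscopal library lay above each control library. Tested directly, histotripsy-treated tumors were higher than histotripsy-abscopal tumors for the ER stress, LPS, TNF and inflammatory lists, with medians of 0.87, 0.34, 1.17 and 1.03 (adjusted p = 2.04e-04, 0.00562, 2.04e-04 and 1.99e-05, camera), and not for necroptosis (median 0.29, adjusted p = 0.225). Without histotripsy-treated replicate 3 the LPS and TNF differences were lost (adjusted p = 0.527 and 0.0684). Each of the list calls in this dataset was lost with fry and with an estimated correlation; for the lists in histotripsy-treated against control tumors, fry gave adjusted p of 0.116 (ER stress) and 0.392 (LPS, TNF and inflammatory). Single genes of the lists varied widely between libraries. Cxcl2 had 13.7 ± 15.3 CPM (SD, n = 7) in histotripsy-treated and 0.869 ± 1.08 CPM (SD, n = 4) in control tumors (log2 fold change 3.94, adjusted p = 0.164, edgeR's quasi-likelihood test), Il33 had a log2 fold change of 2.15 (adjusted p = 0.375) and Rcn3 of 1.69 (adjusted p = 0.235). Mlkl, which encodes the effector of necroptosis and lies on chromosome 8 from 111311797 to 111338177, had 23.4 ± 9.12 CPM (SD, n = 7) against 22.6 ± 4.37 CPM (SD, n = 4), a log2 fold change of 0.04 (adjusted p = 0.994, same test) that limma-voom put at -0.10. Tnf itself was at most 1.08 CPM in these libraries and was not tested. The paper states that these gene groups were upregulated in histotripsy-treated but not histotripsy-abscopal tumors.

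**Figure D1:**
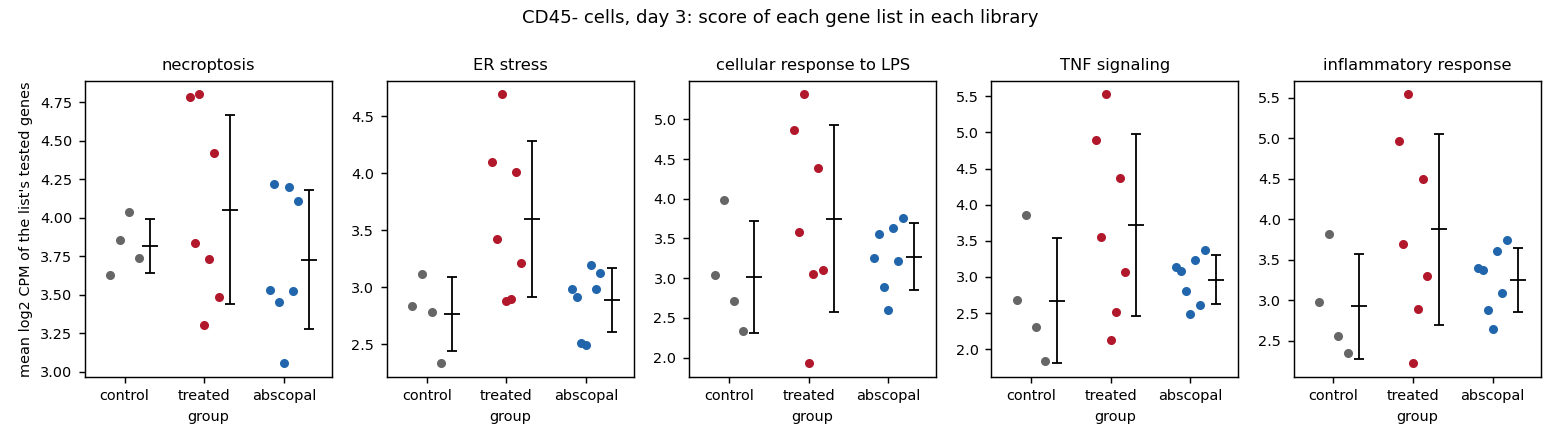
Mean log2 CPM of the genes of each Figure 2C list in each CD45- library on day 3, for control, histotripsy-treated and histotripsy-abscopal tumors; points are libraries and bars the mean ± SD. For the ER stress list the histotripsy-treated libraries average 3.60 and the control libraries 2.76, while for the TNF signaling list the histotripsy-treated libraries spread from 2.13 to 5.53 around those of the other groups.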

**Figure 2:**
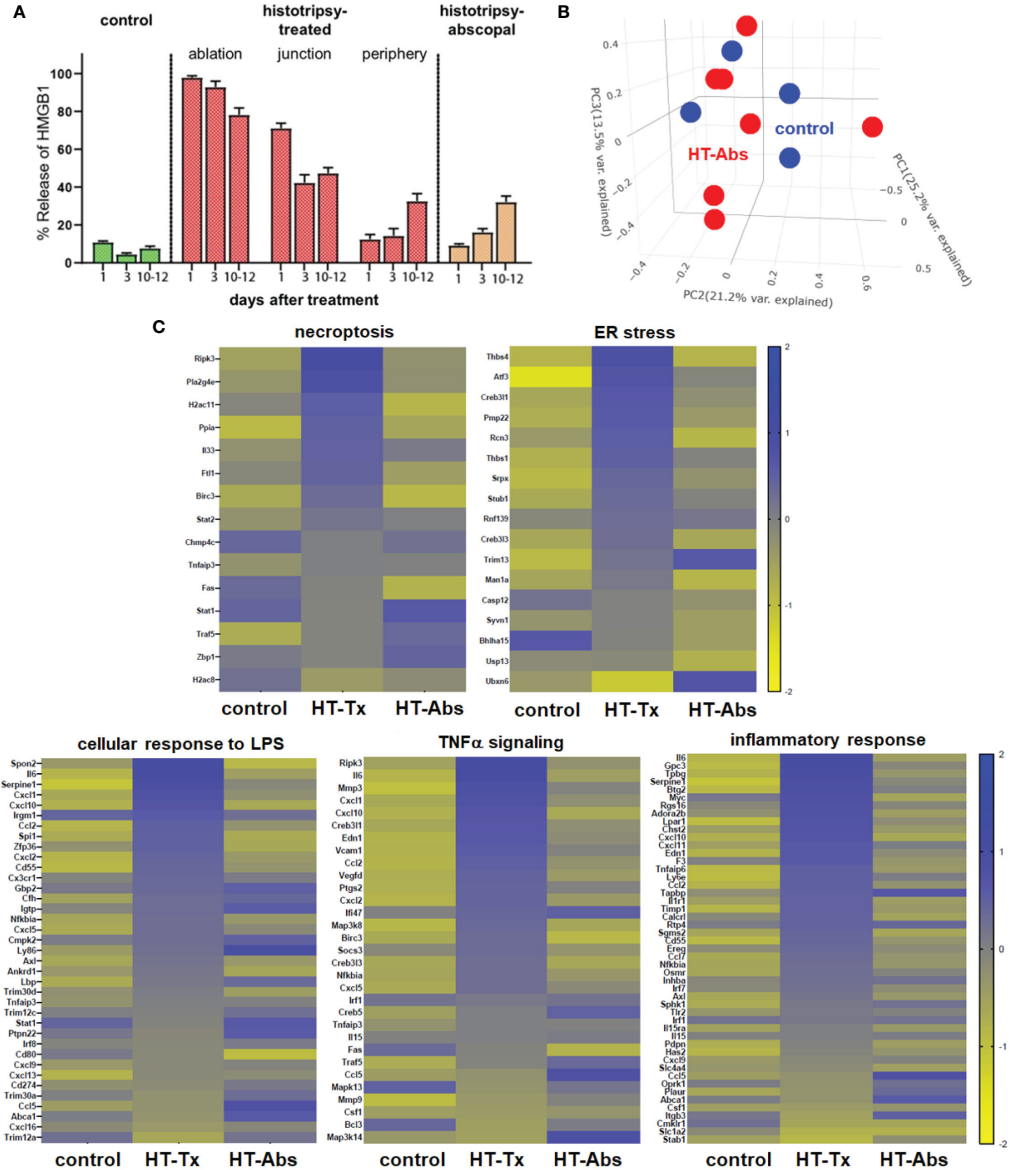
Early cellular stress and immunogenic cell death is observed in treated tumors but not distant untreated tumors following histotripsy. Mice bearing bilateral B16F10 tumors were treated with unilateral sham (control) or partial histotripsy ablation on day 10. **(A)** Multicolor immunofluorescence microscopy analysis of control, histotripsy-treated, and histotripsy-abscopal tumors on days 1, 3 or 10-12 after unilateral sham or partial histotripsy ablation revealed no significant release of intranuclear HMGB1 in control tumors at any time point. Histotripsy-treated tumors exhibited significant and immediate loss of nuclear HMGB1 staining that was highest within the ablation zone and the junction of ablated and peripheral non-ablated zones at early time points. At later time points, progressive loss of nuclear HMGB1 was observed within peripheral non-ablated zones of histotripsy-treated tumors. Similarly, whereas contralateral histotripsy-abscopal tumors demonstrated no HMGB1 translocation at early time points, progressive loss of intranuclear HMGB1 staining was observed at later time points. **(B)** RNASeq of CD45- tumor cells from sham-treated control tumors (blue) and histotripsy-abscopal (“HT-Abs”) tumors (red) performed 3 days after unilateral partial histotripsy revealed no substantial differences in overall mRNA transcriptional activity as evidenced by principal component analysis. **(C)** RNASeq of CD45- tumor cells 3 days after sham or unilateral histotripsy ablation demonstrated upregulated transcription of genes associated with necroptosis, ER stress, cellular response to LPS, TNFα signaling and inflammatory response in histotripsy-treated tumors (“HT-Tx”) as compared to control and histotripsy-abscopal (“HT-Abs”) tumors. (n=3-5 mice per experimental group).

### Partial histotripsy ablation triggers an early local inflammatory response

Concordant with our previously-published flow cytometric findings (37), multicolor immunohistochemistry 3 days after histotripsy ablation revealed significant infiltration of NK cell and CD11b+ myeloid cell populations within the ablation zone (**Figures 3A, B** **)**. Time course experiments revealed that CD11b+ and Ly6GC+ myeloid cell infiltration was short-lived and confined to the tumor ablation zone, whereas NK1.1+ cells exhibited a gradual centrifugal pattern of outward infiltration away from the ablation zone and into peripheral non-ablated zones (**Figures 3A–D**).

**Figure 3:**
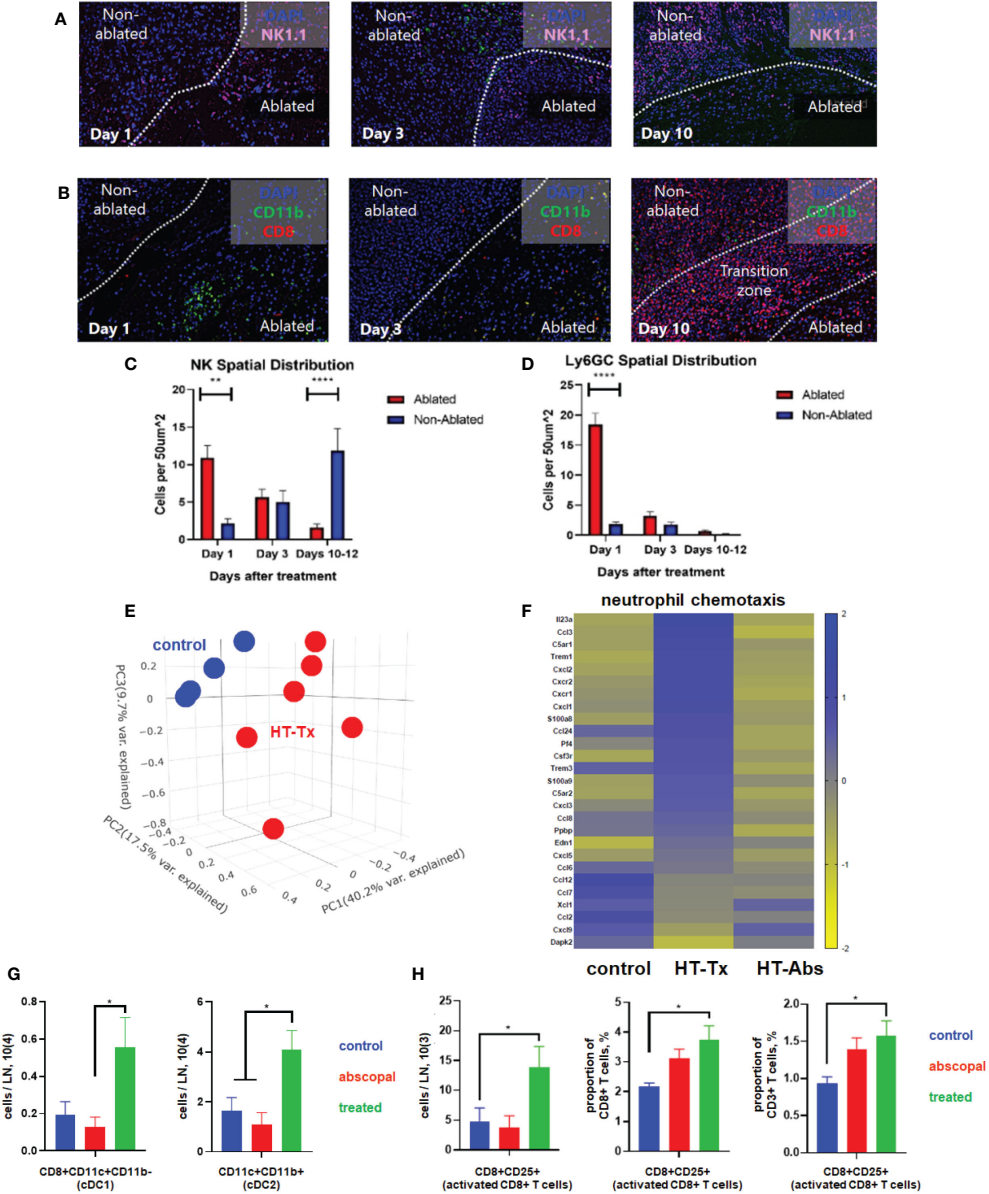
Histotripsy ablation is followed by infiltration of innate and adaptive immune cell populations. Mice bearing bilateral B16F10 tumors were treated with unilateral sham (control) or partial histotripsy ablation on day 10. Multicolor immunofluorescence performed 1, 3 and 10 days after sham or histotripsy partial histotripsy ablation revealed **(A)** early infiltration of NK1.1+ cells initially localized within the histotripsy ablated zone that gradually migrated outward toward peripheral, non-ablated zones on days 3 and 10, and **(B)** early and transient infiltration of CD11b+ cells within the histotripsy ablated zone on day 1 and delayed infiltration of CD8+ T cells within the non-ablated zone on day 10. **(C)** Quantitation of NK1.1+ cells within ablated zones (red) and non-ablated zones (blue) of histotripsy-treated tumors at various time points revealed gradual migration of NK cells away from ablated zones toward non-ablated zones. **(D)** Quantitation of Ly6GC+ cells at various time points after histotripsy confirmed immediate but short-lived infiltration strictly localized to the ablated zone. **(E)** RNASeq of CD45+ immune cells performed 3 days after unilateral partial histotripsy ablation revealed marked differences in transcriptional activity between control tumors (blue) and histotripsy-treated (“HT-Tx”) tumors (red) as evidenced by principal component analysis. **(F)** Upregulated transcription of genes associated with neutrophil chemotaxis was observed in histotripsy-treated but not histotripsy-abscopal (“HT-Abs”) tumors. **(G)** Mice bearing bilateral Hepa1-6 tumors were treated with unilateral partial histotripsy ablation on day 10. Flow cytometric analysis of tumor-draining lymph nodes of control (blue), histotripsy-treated (green) and histotripsy-abscopal (red) tumors performed on day 13 revealed significant increases in cDC1 and cDC2 populations within lymph nodes draining histotripsy-treated tumors. **(H)** Similarly, flow cytometric analysis revealed significant increases in activated CD8+ T cells within lymph nodes draining histotripsy-treated tumors. (n=3-6 mice per group; *=p<0.05 between groups; **=p < 0.01 between groups; ****=p < 0.0001 between groups).

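CD45+ cells, the immune cells of the tumor, were flow-sorted on day 3 in the same way from 4 control, 6 histotripsy-treated and 7 histotripsy-abscopal tumors, while the legend of Figure 3 gives at most 6 samples per group. Total counts per library ranged from 1039007 to 2448335 in control tumors (median 1671305.5), from 1186404 to 1658775 in histotripsy-treated tumors (median 1558484.5) and from 1104207 to 2824959 in histotripsy-abscopal tumors (median 1934075). Scaled by TMM factors, Ptprc had 889 ± 134 CPM (SD, n = 4) in control, 923 ± 136 CPM (SD, n = 6) in histotripsy-treated and 986 ± 133 CPM (SD, n = 7) in histotripsy-abscopal libraries. On library totals it lay between 793 and 1076 CPM in control libraries. The range was 664 to 1119 CPM in histotripsy-treated and 813 to 1166 CPM in histotripsy-abscopal libraries. CT010467.1 took between 6.99% and 15.98% of the counts of a library. The deposited table has a single line without a gene name that holds the column totals, and it was left out. The counts of 10264 genes passed the filter and were tested as for the CD45- cells, with list p-values adjusted over 4 tests.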

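In the principal component analysis of Figure 3E, PC1 held 46.1%, PC2 15.2% and PC3 8.65% of the variance of the 10 histotripsy-treated and control libraries. The 6 histotripsy-treated libraries lay between -5.38 and 22.9 on PC1 and the 4 control libraries between -19.7 and -11.9. Only 2 of 210 ways to divide the libraries, the real one included, gave a pseudo-F of 4.23 or more (one-sided exact permutation test, p = 0.00952). Between histotripsy-treated and control tumors 801 genes differed, 638 higher and 163 lower, among 2457 with an unadjusted p under 0.05. Without a filter on low counts the number was 1244, and it was 334 without control replicate 3 and 451 with only these 2 groups in the fit. The direction of these calls depended on the scaling. With library totals in place of TMM factors, 413 genes were higher and 650 lower, and the median log2 fold change of all genes was -0.22, against -0.01 with TMM factors. No gene differed between histotripsy-abscopal and control tumors, with 796 at an unadjusted p under 0.05. Between histotripsy-treated and histotripsy-abscopal tumors 558 genes differed, 500 of them higher. Gm10388, a predicted gene of unverified type on chromosome 6 from 149283838 to 149286773, had 25.9 ± 16.9 CPM (SD, n = 6) in histotripsy-treated and 1.06 ± 1.31 CPM (SD, n = 4) in control tumors, a log2 fold change of 4.47 (standard error 0.722, adjusted p = 0.00119, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Retnla, on chromosome 16 from 48842551 to 48844461, had 138.8 ± 89.7 CPM (SD, n = 6) against 8.91 ± 6.45 CPM (SD, n = 4), a log2 fold change of 3.99 (standard error 0.894, adjusted p = 0.00933, same test). Among genes that fell, the cell division genes Bub1b and Cdk1 had log2 fold changes of -1.36 (adjusted p = 0.0136) and -1.31 (adjusted p = 0.0138), and their CPM did not overlap between the groups. Cd8a, on chromosome 6 from 71373427 to 71379173, had 116 ± 55.4 CPM (SD, n = 6) against 264 ± 84.0 CPM (SD, n = 4), a log2 fold change of -1.19 (adjusted p = 0.0214, same test), past the threshold in 8 of the 10 fits that left out 1 library. As a share of the RNA of sorted CD45+ cells, this value does not measure how many CD8+ cells a tumor held. Slc7a11 had 619 ± 521 CPM (SD, n = 6) against 104 ± 49.7 CPM (SD, n = 4), a log2 fold change of 2.56 (adjusted p = 0.00264, same test), and of 1.97 without histotripsy-treated replicate 3.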

RNASeq of CD45+ immune cell populations 3 days after sham or histotripsy ablation revealed significant differences in transcriptional activity following histotripsy (**Figure 3E**). 

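The response to lipopolysaccharide (LPS), a component of bacterial cell walls, was examined in CD45+ cells with the LPS list of the Figure 2C heatmap, since the gene ontology sets were not used here. The paper chose the genes of that heatmap in CD45- cells. In histotripsy-treated against control CD45+ libraries, 17 of its 32 tested genes were higher, with a median log2 fold change of 0.03 (camera, adjusted p = 0.890). Adjusted over all genes tested 2 of these genes passed the threshold, and adjusted over the list alone 4 did. With the Reactome set for the TLR4 cascade, the pathway of the LPS receptor, the median log2 fold change over 80 genes was 0.24 (adjusted p = 0.00562). The list's mean log2 CPM was 6.91 ± 0.14 (SD, n = 6) in histotripsy-treated and 6.84 ± 0.10 (SD, n = 4) in control libraries, so the groups were not separated by the spread between libraries. Nfkbia, an inhibitor and target of NF-κB, had 18152 ± 7740 CPM (SD, n = 6) against 9010 ± 1387 CPM (SD, n = 4), a log2 fold change of 1.01 (standard error 0.262, adjusted p = 0.0210, edgeR's quasi-likelihood test), which was 0.79 without histotripsy-treated replicate 3. Tnf had 1823 ± 915 CPM (SD, n = 6) against 946 ± 212 CPM (SD, n = 4), a log2 fold change of 0.95 that missed the threshold (adjusted p = 0.0716, same test), and was higher than in histotripsy-abscopal libraries by 1.41 on the log2 scale (adjusted p = 0.00329). Nfkbia passed the threshold in 8 of the 10 fits that left out 1 library, and Tnf in 2.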

The most substantial increases in transcriptional activity of immune cells were among pathways relevant to “response to molecule of bacterial origin” (Z-score 6.1, FDR=0.0018, p=9.9x10^-7^) and “response to lipopolysaccharide” (Z-score 4.6, FDR=0.0018, p=1.8x10^-6^) (**Supplemental Figure 2**), consistent with an intense innate immune response to inflammation. Upregulated transcriptional activity of genes associated with neutrophil chemotaxis was observed in histotripsy-treated tumors but not control and histotripsy-abscopal tumors (**Figure 3F**).

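The neutrophil chemotaxis list was read from the gene names of the Figure 3F heatmap, so the paper chose its genes on these samples, and neither the camera tests of this list on day 3 nor its counts of genes are independent evidence. Of its 24 tested genes, 18 were higher in histotripsy-treated than in control CD45+ libraries, with a median log2 fold change of 1.33 (camera, adjusted p = 0.00104). Adjusted over all genes tested 9 genes of the list passed the threshold, and adjusted over the list alone 11 did. The mean log2 CPM of the list was 7.11 ± 0.78 (SD, n = 6) in histotripsy-treated and 6.25 ± 0.67 (SD, n = 4) in control libraries, and 3 of the 6 histotripsy-treated libraries lay above each control library. With fry this call was lost (adjusted p = 0.118), as it was with an estimated correlation (0.253). In histotripsy-treated against histotripsy-abscopal libraries, 21 of the 24 genes were higher, with a median of 1.91 (camera, adjusted p = 4.89e-13), and this call held with fry (adjusted p = 0.0105) and with an estimated correlation (0.0386). The list was lower in histotripsy-abscopal than in control libraries, with a median of -0.36 and 5 of 24 genes higher (camera, adjusted p = 4.19e-04), but not with fry (0.271) or without control replicate 4 (0.0644). Il23a, on chromosome 10 from 128296139 to 128298752, had 167 ± 122 CPM (SD, n = 6) in histotripsy-treated and 15.4 ± 13.2 CPM (SD, n = 4) in control libraries, a log2 fold change of 3.31 (standard error 0.588, adjusted p = 0.00238, edgeR's quasi-likelihood test). Ccl3, on chromosome 11 from 83647844 to 83649355, had 2745 ± 1323 CPM (SD, n = 6) against 894 ± 277 CPM (SD, n = 4), a log2 fold change of 1.62 (standard error 0.312, adjusted p = 0.00398, same test), and Trem1 had a log2 fold change of 2.57 (adjusted p = 0.00617). All 3 passed the threshold in each of the 10 fits that left out 1 library, as did Cxcl2 (log2 fold change 2.13, adjusted p = 0.0135). S100a8, on chromosome 3 from 90668978 to 90670035, had 5260 ± 6919 CPM (SD, n = 6) against 814 ± 596 CPM (SD, n = 4), a log2 fold change of 2.69 (standard error 0.737, adjusted p = 0.0274, same test). Histotripsy-treated replicate 3 alone had 19025 CPM of S100a8, the others 757 to 5013, and without it the log2 fold change was 1.61. The gene passed in 6 of the 10 fits. S100a9 and Cxcr2 had log2 fold changes of 2.91 (adjusted p = 0.0274) and 2.27 (adjusted p = 0.0314), and Cxcl1 of 1.84 (adjusted p = 0.0513). In histotripsy-abscopal against control libraries S100a8 had a log2 fold change of 0.17 (adjusted p = 0.969), which was -0.16 without control replicate 1. Directly, S100a8 was higher in histotripsy-treated than in histotripsy-abscopal libraries by 2.52 on the log2 scale (adjusted p = 0.0126, same test), and Mmp9 by 3.24 (adjusted p = 4.93e-04). From the pathways upregulated in these cells, the paper proposes an intense innate immune response to inflammation.

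**Figure D2:**
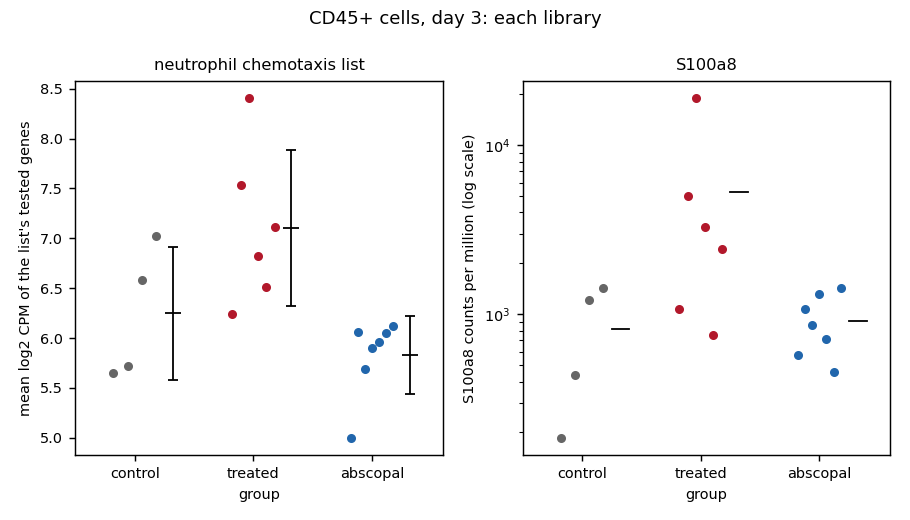
Left, mean log2 CPM of the neutrophil chemotaxis list in each CD45+ library on day 3, with the mean ± SD of each group; right, S100a8 in CPM on a log axis, with a bar at each group's mean. Histotripsy-treated replicate 3 stands at 19025 CPM, and the other histotripsy-treated libraries lie between 757 and 5013 CPM.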

In order to evaluate priming of adaptive immune responses following histotripsy, flow cytometric analysis of tumor-draining lymph nodes 3 days after sham or histotripsy ablation revealed significant increases in numbers of conventional type 1 and type 2 dendritic cells (cDC1 and cDC2) within lymph nodes draining histotripsy-treated tumors (**Figure 3G**). Concurrently, significant increases in activated phenotype were observed among CD8+ T cells within histotripsy-treated tumor-draining lymph nodes (**Figure 3H**), suggesting enhanced APC:T cell priming conditions.

### Partial histotripsy ablation triggers gradual infiltration of CD8+ T cells into non-ablated tumor zones

Also concordant with our previously-published flow cytometric findings (37), multicolor immunohistochemistry revealed delayed infiltration of CD8+ T cells 10 days after histotripsy. This infiltration was spatially confined to non-ablated tumor zones of histotripsy-treated tumors, with no appreciable CD8+ T cell infiltration observed within ablation zones (**Figures 4A, B** **)**. As had been seen with flow cytometric analyses (24), examination of contralateral histotripsy-abscopal tumors on day 10 revealed diffuse infiltration of CD8+ T cells into distant tumor sites (**Figures 4A, B** **)**. These findings suggest that early immunogenic inflammatory responses and APC mobilization after histotripsy may enable subsequent homing of tumor-reactive CD8+ T cells into non-ablated tumor sites.

**Figure 4:**
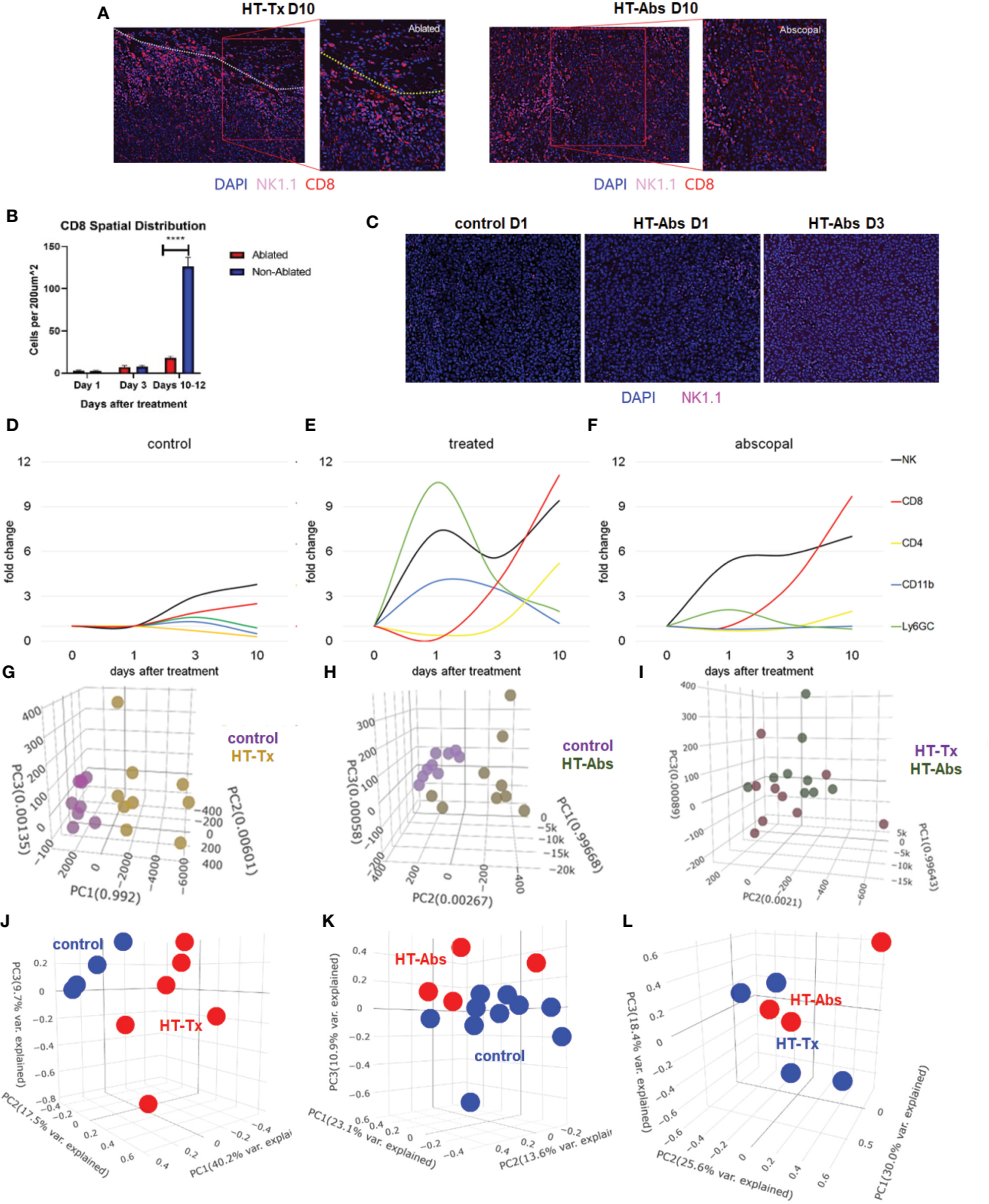
The temporal kinetics of intratumoral cell infiltration are dissimilar at early time points and similar at later time points between histotripsy-treated and histotripsy-abscopal tumors. Mice bearing bilateral B16F10 tumors were treated with unilateral sham (control) or partial histotripsy ablation on day 10. **(A)** Multicolor immunofluorescence 10 days after unilateral B16F10 histotripsy ablation showed an influx of NK1.1+ and CD8+ cell populations within the non-ablated zones of histotripsy-treated (“HT-Tx”) tumors and diffusely in histotripsy-abscopal (“HT-Abs”) tumors. **(B)** Quantitation of CD8+ staining at various time points revealed delayed infiltration that was strictly localized to non-ablated zones (blue) and not ablated zones (red). **(C)** Multicolor immunofluorescence at early time points revealed infiltration of NK1.1+ cells in histotripsy-abscopal (“HT-Abs”) tumors. **(D-F)** Multicolor immunohistochemistry performed 1, 3 and 10 days after partial histotripsy ablation revealed minimal increases in NK1.1+ and CD8+ cells in control tumors over time **(D)**. In contrast, histotripsy-treated tumors exhibited rapid influx of CD11b+ and Ly6GC+ and NK1.1+ cell populations immediately after ablation; whereas CD11b+ and Ly6CG+ cell infiltration was short-lived, NK1.1+ cell populations followed a biphasic pattern of early and delayed intratumoral infiltration; CD8+ and CD4+ cell infiltration followed a delayed pattern of delayed intratumoral infiltration **(E)**. Whereas histotripsy-abscopal tumors did not exhibit the early pattern of CD11b+ and Ly6GC+ cell infiltration seen in histotripsy-treated tumors, patterns of NK1.1+ and CD8+ and CD4+ cell populations were similar to those observed in histotripsy-treated tumors **(F)**. **(G-I)** Digital spatial profiling of immune-relevant protein expression within regions of lymphocytic infiltration was performed on control, histotripsy-treated (“HT-Tx”) and histotripsy-abscopal (“HT-Abs”) B16F10 tumors 10 days after unilateral sham or histotripsy ablation. Principal component analyses demonstrated differences in overall expression of immune-relevant proteins between control (purple) and histotripsy-treated (gold) tumors **(G)**, and between control (purple) and histotripsy-abscopal (bronze) tumors **(H)**; however, patterns of immune-relevant protein expression were largely superimposable between histotripsy-treated (brown) and histotripsy-abscopal (green) tumors **(I)**. **(J-L)** RNASeq analyses of intratumoral CD45+ cells were performed on control, histotripsy-treated (“HT-Tx”) and histotripsy-abscopal (“HT-Abs”) B16F10 tumors 10 days after unilateral sham or histotripsy ablation. Principal component analyses demonstrated differences in overall transcriptional activity between control (blue) and histotripsy-treated (red) tumors **(J)** and between control (red) and histotripsy-abscopal tumors (blue) **(K)**, but not between histotripsy-treated (blue) tumors and histotripsy-abscopal (red) tumors **(L)**. (n=3-10 mice per experimental group; ****=p < 0.0001 between groups).

### Similarities and differences between local and distant abscopal responses to histotripsy

Similar to histotripsy-treated tumors, early infiltration of NK cells was observed in histotripsy-abscopal tumors (**Figure 4C**). However, the overall temporal kinetics of local and abscopal intratumoral cell infiltration were qualitatively different at early time points, with histotripsy-treated tumors exhibiting a rapid early inflammatory response of transient myeloid cell infiltration that was absent in histotripsy-abscopal tumors (**Figures 4D–F**). Local and abscopal responses were both characterized by delayed infiltration of NK cells and CD8+ and CD4+ T cells. The parallels in immune phenotype observed at later time points between treated and abscopal tumors were also reflected in digital spatial profiling (DSP) of immune-relevant protein expression. DSP of protein expression within areas of lymphocytic infiltration in control, histotripsy-treated and histotripsy-abscopal B16F10 tumors 10 days after sham or histotripsy ablation revealed stark differences between control tumors and histotripsy-treated tumors (**Figure 4G**) and between control tumors and histotripsy-abscopal tumors (**Figure 4H**). However, protein expression profiles were largely superimposable between histotripsy-treated tumors and histotripsy-abscopal tumors (**Figure 4I**), suggesting that the delayed anti-tumor adaptive immune responses following histotripsy ablation are global and systemic in nature. Proteins with significant differences in expression levels between groups were involved in optimal T cell function and antigen presentation (**Table 1**). Similarly, RNASeq analysis of CD45+ immune cell populations 7 days after sham or histotripsy tumor ablation revealed diverging patterns of transcriptional activity between control tumors and histotripsy-treated tumors (**Figure 4J**) and between control and histotripsy-abscopal tumors (**Figure 4K**) but not between histotripsy-treated and histotripsy-abscopal tumors (**Figure 4L**). 

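The CD45+ libraries of the later time point came from 10 control, 3 histotripsy-treated and 4 histotripsy-abscopal tumors. The sample labels and the text place them 7 days after ablation, whereas the legend of Figure 4 gives 10 days, and day 7 is used here. Total counts per library ranged from 887798 to 2323203 in control tumors (median 1907539), from 972363 to 2739931 in histotripsy-treated tumors (median 2378144) and from 896229 to 2126043 in histotripsy-abscopal tumors (median 1310004.5). Ptprc lay between 651 and 1252 CPM in each library, on library totals. As in the other CD45+ table, the line of column totals was left out. The test covered 10817 genes, and the p-values of lists were adjusted over 6 tests. The type I interferon list holds 30 interferon-induced genes written by hand.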

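In the principal component analyses of Figures 4J to 4L, no pair of groups separated by more than the spread between libraries. For histotripsy-treated against control libraries, PC1 held 21.3% of the variance and the pseudo-F was 0.98, reached in 120 of 286 divisions of the libraries (one-sided exact permutation test, p = 0.420). For histotripsy-abscopal against control libraries, PC1 held 25.7% and the pseudo-F was 1.45, reached in 97 of 1001 divisions (same exact test, p = 0.0969). Without histotripsy-abscopal replicate 3 this p was 0.0315. For histotripsy-treated against histotripsy-abscopal libraries, PC1 held 31.2% and the pseudo-F was 0.76, reached in 30 of 35 divisions (same exact test, p = 0.857; the smallest p possible with 3 against 4 is 0.0286). No gene differed in any of the 3 comparisons (edgeR's quasi-likelihood test), and 344, 800 and 290 genes had an unadjusted p under 0.05. Without a filter on low counts 32, 102 and 17 genes were called. Cd8a had a log2 fold change of -0.55 in histotripsy-treated against control libraries (adjusted p = 1.00). It is a share of the RNA of sorted CD45+ cells and does not measure how many CD8+ cells a tumor held.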

Transcriptional activity was most substantially upregulated in pathways associated with “inflammatory response” (Z-score 3.27, FDR=0.038, p=2.1x10^-5^) in histotripsy-treated tumors (**Supplemental Figure 3**) and “cellular response to type I interferon” (Z-score 15.5, FDR=2.3x10^-11^, p=1.8x10^-14^) in histotripsy-abscopal tumors (**Supplemental Figure 4**). Moreover, the most substantial transcriptional differences between histotripsy-treated and histotripsy-abscopal tumors were upregulated pathways of innate immune response including “inflammatory response” (Z-score 4.26, FDR=5.4x10^-5^, p=2.3x10^-8^) and “regulation of neutrophil chemotaxis” (Z-score 15.1, FDR=4.5x10^-4^, p=3.9x10^-7^) in histotripsy-treated but not histotripsy-abscopal tumors (**Supplemental Figure 5**). These findings indicate that, whereas the early effects of histotripsy are characterized by stronger inflammatory and innate immune responses in histotripsy-treated tumors, the delayed effects of histotripsy are characterized by similar local and abscopal enhanced adaptive immune responses.

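The inflammatory response list was taken from the Figure 2C heatmap, whose genes the paper chose in CD45- cells on day 3. No Reactome set was tried in its place. In histotripsy-treated against control CD45+ libraries on day 7 the list had a median log2 fold change of 0.07, with 24 of 41 genes higher (camera, adjusted p = 0.797). Its mean log2 CPM was 5.71 ± 0.04 (SD, n = 3) in histotripsy-treated and 5.73 ± 0.22 (SD, n = 10) in control libraries, a difference within the spread. The type I interferon list had a median of 0.28 in histotripsy-abscopal against control libraries, with 27 of 29 genes higher (camera, adjusted p = 3.36e-10), and a mean log2 CPM of 6.04 ± 0.07 (SD, n = 4) against 5.76 ± 0.17 (SD, n = 10). Of the 4 histotripsy-abscopal libraries, 2 lay above each control library. Adjusted over all genes tested or adjusted over the list alone, no gene of the list passed the threshold in that comparison, and 9 had an unadjusted p under 0.05. Its adjusted p was 0.125 with fry and 0.166 with an estimated correlation, and the call held with the Reactome set for interferon alpha/beta signaling (median 0.19 over 12 genes, camera, adjusted p = 0.00264). The same list was also higher in histotripsy-treated than in control libraries, with a median of 0.23 and 26 of 29 genes higher (camera, adjusted p = 1.88e-06), although 1 of the 3 histotripsy-treated libraries lay above each control library and the adjusted p was 0.918 without histotripsy-treated replicate 3. With the Reactome set it was 0.0581, and adjusted over the list alone 1 gene of the list passed the threshold. Between histotripsy-treated and histotripsy-abscopal libraries, the median of the interferon list was -0.10 (camera, adjusted p = 0.0581). In neither comparison with control did a gene of the list pass the threshold adjusted over all genes tested. Isg15, on chromosome 4 from 156199424 to 156200818, had log2 fold changes of 0.34 in histotripsy-treated (adjusted p = 1.00, edgeR's quasi-likelihood test) and 0.12 in histotripsy-abscopal libraries (adjusted p = 0.942), the latter -0.17 without histotripsy-abscopal replicate 3. Ifit1, on chromosome 19 from 34640871 to 34650009, had a log2 fold change of 0.37 in histotripsy-abscopal libraries (adjusted p = 0.748), or 0.12 without replicate 3, and Ifit3 had 0.38 (adjusted p = 0.766).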

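Compared directly on day 7, histotripsy-treated and histotripsy-abscopal CD45+ libraries differed little in the inflammatory response list, with a median log2 fold change of -0.01 and 20 of 41 genes higher (camera, adjusted p = 0.797). That adjusted p was 0.0424 without histotripsy-abscopal replicate 3 and 0.997 without histotripsy-treated replicate 1. The neutrophil chemotaxis list was higher in histotripsy-treated libraries, with a median of 0.43 and 22 of 24 genes higher (camera, adjusted p = 3.32e-06). Its mean log2 CPM was 6.71 ± 0.18 (SD, n = 3) in histotripsy-treated, 6.18 ± 0.57 (SD, n = 4) in histotripsy-abscopal and 6.73 ± 0.54 (SD, n = 10) in control libraries. With fry the adjusted p was 0.374, and with an estimated correlation 0.188. No gene of either list passed the threshold, adjusted over all genes tested or adjusted over the list alone; 1 gene of the chemotaxis list had an unadjusted p under 0.05 and none of the inflammatory list did.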

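Whether the effect of histotripsy on CD45+ cells differed between day 3 and day 7 was tested as an interaction, with each effect taken against the controls of its own day, over 11251 genes (edgeR's quasi-likelihood test). For histotripsy-treated tumors 301 genes differed between the days, 29 with a higher and 272 with a lower effect on day 7, and 1775 had an unadjusted p under 0.05. Of the 301 genes, 293 also differed from control on day 3 in this fit, and the sign of the effect was opposite on day 7 for 282. The day 7 effects were smaller in size for 294, with a median absolute log2 fold change of 1.52 on day 3 and 0.31 on day 7, and no gene differed from control on day 7 when that day was tested by itself (344 at an unadjusted p under 0.05). The 301 genes were chosen for a difference between the days, which favors day 7 effects that are smaller or of opposite sign, so these counts are not evidence of a reversal. This number ranged from 30, without the day 7 histotripsy-treated replicate 1, to 528, without the day 3 histotripsy-treated replicate 5. With library totals in place of TMM factors, 74 of 234 called genes had a higher and 160 a lower effect on day 7. For histotripsy-abscopal tumors no gene differed between the days, with 734 at an unadjusted p under 0.05. From these patterns, together with its imaging and digital spatial profiling of proteins, the paper concludes that the inflammatory and innate response is stronger in treated tumors early and that the adaptive response is similar in both later.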

**Table 1:** Differential expression of immune-relevant proteins between control, histotripsy-treated, and histotripsy-abscopal tumors on day 7.

HT treated vs. control	HT abscopal vs. control	HT treated vs. abscopal
B7H3	F4/80	GITR
F4/80	CD14	
IFNγR	CD45	
CD44	CD27	
fibronectin	CD40	
CD45	CD28	
CD27	IFNγR	
CD4	granzyme B	
CD40L	B7H3	
	CD4	
	GITR	
	CD11c	

### The abscopal effect of histotripsy is associated with ferroptotic cancer cell death co-localized with CD8+ T cells

Multicolor immunohistochemistry analyses revealed that non-ablated zones of histotripsy-treated tumors and histotripsy-abscopal tumors both exhibited gradual increases in extranuclear HMGB1 translocation at later time points after histotripsy ablation (**Figure 2A**). This delayed HMGB1 release following histotripsy coincided spatially with areas of CD8+ T cell infiltration (**Figures 5A–D**). In addition, focal accumulation of the ferroptotic cell death byproduct 4-HNE (34–36) was observed in areas of CD8+ T cell infiltration within non-ablated zones of histotripsy-treated tumors (**Figures 5E–G**) and within histotripsy-abscopal tumors (**Figures 5F, G** **)** at later time points. A strong spatial correlation was observed between CD8+ T cell infiltration and 4-HNE accumulation in histotripsy-treated and histotripsy-abscopal tumors, but not in untreated control tumors (**Figure 5H**). Under *in vitro* co-culture conditions, B16F10 melanoma cells exhibited significant accumulation of 4-HNE when mixed with CD8+ T cells derived from lymph nodes draining histotripsy-treated B16F10 tumors; in contrast, CD8+ T cells derived from untreated B16F10 tumor-draining lymph nodes mediated no measurable ferroptosis (**Figures 5I, J** **)**. These data suggest that the local and abscopal effects of histotripsy could be mediated by infiltration of CD8+ T cells capable of inducing ferroptotic immunogenic cancer cell death.

**Figure 5:**
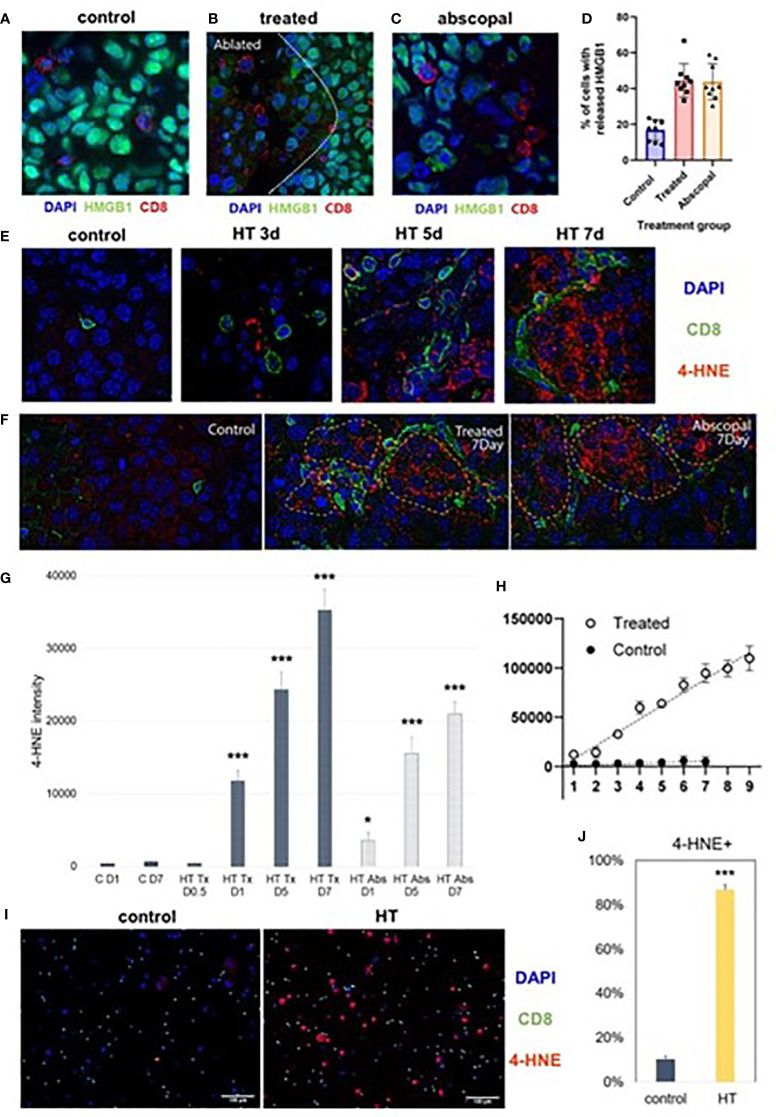
Late intratumoral CD8+ cell infiltration co-localizes with immunogenic and ferroptotic cancer cell death following histotripsy. Mice bearing bilateral B16F10 tumors were treated with unilateral sham (control) or partial histotripsy ablation on day 10. **(A)** Multicolor immunofluorescence performed on day 7 after sham or histotripsy ablation revealed minimal CD8+ cell infiltration and minimal extranuclear translocation of HMGB1 among cancer cells in control tumors. CD8+ cell infiltration was co-localized with loss of intranuclear HMGB1 staining in histotripsy-treated tumors **(B)** and in histotripsy-abscopal tumors **(C)**. **(D)** Significantly higher percentages of cancer cells located within 50 μm of a CD8+ cell exhibited loss of nuclear HMGB1 in histotripsy-treated and histotripsy-abscopal tumors as compared with controls. **(E)** Multicolor immunofluorescence performed on days 3, 5 and 7 after sham or histotripsy ablation revealed spatial co-localization of CD8+ cell infiltration with cancer cell accumulation of 4-HNE, a byproduct of ferroptosis, in histotripsy-treated tumors but not in control tumors. **(F)** Strong co-localization was observed between CD8+ cell infiltration and 4-HNE on day 7 in histotripsy-treated and histotripsy-abscopal tumors, but not in control tumors. **(G)** Gradual accumulation of 4-HNE staining intensity was observed in histotripsy-treated (“HT Tx”) and histotripsy-abscopal (“HT Abs”) tumor cells. **(H)** A linear relationship was observed between number of CD8+ cells present (x axis) and intensity of 4-HNE expression within 50 μm (y-axis) in histotripsy-treated tumors but not in control tumors. **(I, J)** Mice bearing B16F10 flank tumors were treated with sham or histotripsy tumor ablation on day 10, and tumor-draining lymph nodes were harvested on day 15. CD8+ T cells derived from tumor-draining lymph nodes were co-cultured with B16F10 melanoma cells *in vitro*. Significant accumulation of 4-HNE was observed within B16F10 melanoma cells co-cultured with CD8+ T cells derived from lymph nodes draining histotripsy-treated but not sham-treated tumors. (n=3-6 mice per group; *=p < 0.05 compared with control day 1 tumors; ***=p < 0.001 compared with control day 1 tumors).

### Combination treatment with histotripsy plus checkpoint inhibition results in maximal ferroptosis

Consistent with our previously published observations (37), the combination of histotripsy with anti-CTLA-4 checkpoint inhibition resulted in maximal abscopal control of non-ablated B16 and Hepa1-6 tumors (**Figure 6A**). It has recently been shown that the cytotoxic effects of CD8+ T cells primed by checkpoint inhibition are mediated by an acquired ability to induce cancer cell ferroptosis (18, 20). As shown in **Figure 6B**, multicolor immunohistochemistry analyses demonstrated that checkpoint inhibition and histotripsy both resulted in increased CD8+ T cell infiltration (**Figure 6C**), extranuclear translocation of HMGB1 (**Figure 6D**), and 4-HNE accumulation (**Figure 6E**). Abscopal CD8+ T cell infiltration and cancer cell HMGB1 release and 4-HNE accumulation were significantly greater after histotripsy than checkpoint inhibition. In addition, whereas the combination of histotripsy with checkpoint inhibition appeared to have additive effects on CD8+ T cell infiltration and HMGB1 release in abscopal tumors, combination therapy appeared to exert a synergistic induction of ferroptotic cancer cell death as measured by 4-HNE accumulation (**Figures 6F, G** **)**. These observations suggest that the therapeutic efficacy of combining histotripsy with checkpoint inhibition may be associated with their combined ability to promote CD8+ T cell-driven cancer cell ferroptosis.

**Figure 6:**
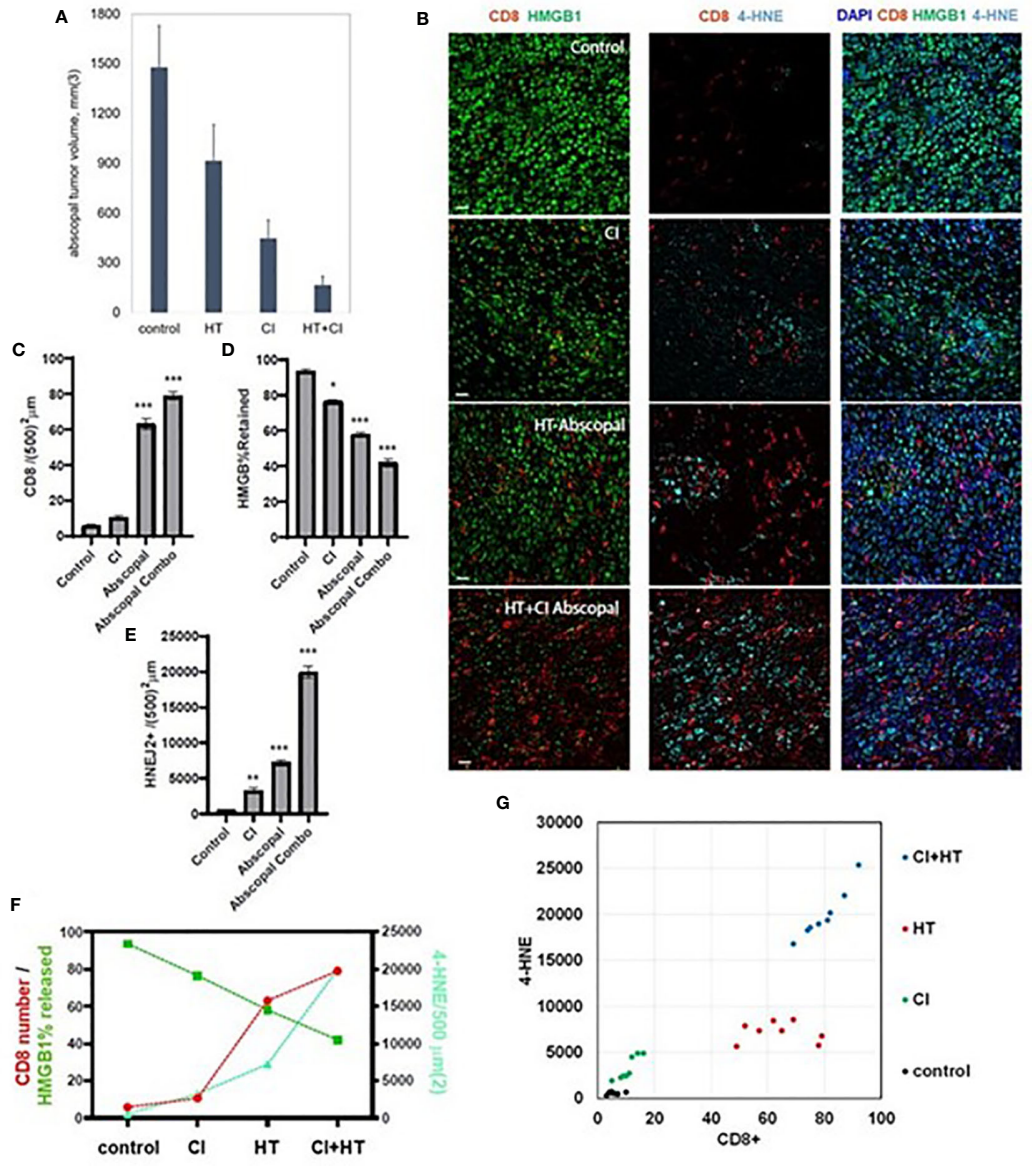
The combination of histotripsy with checkpoint inhibition results in additive intratumoral infiltration of CD8+ cells and synergistic induction of cancer cell ferroptosis. Mice bearing bilateral B16F10 tumors were treated with no therapy (control), checkpoint inhibition (CI) with anti-CTLA-4 mAb on days 6, 9 and 12 (“CI”), unilateral partial histotripsy ablation (“HT”) on day 7, or both (“HT+CI”). **(A)** Non-ablated abscopal tumor growth on day 18 was suppressed in mice treated with contralateral HT and CI, but maximal in mice treated with both. **(B)** Multicolor immunofluorescence of non-ablated abscopal tumors revealed increases in intratumoral CD8+ cell infiltration, loss of nuclear HMGB1, and 4-HNE accumulation after both CI and HT, with maximal effects seen after combinatorial HT+CI. **(C)** Quantitation of CD8+ cell density demonstrated an additive effect between CI and the abscopal effect of HT. **(D)** A similar additive effect was observed between CI and the abscopal effect of HT in extranuclear HMGB1 translocation. **(E)** The combination of HT+CI appeared to be a greater than additive effect on abscopal 4-HNE expression. The additive effects of CI and HT on abscopal CD8+ cell infiltration, HMGB1 release, and 4-HNE expression are shown in line graph form **(F)** and dot plot form **(G)**. (n=4-7 mice per group; *=p<0.05 compared with controls; **=p<0.01 compared with controls; ***=p<0.001 compared with controls).

### Tumor homogenates generated by histotripsy are immunogenic and have vaccine-like properties

To experimentally confirm the ability of histotripsy to promote immunogenic cell death, vaccines were prepared from mice bearing unilateral B16F10 melanoma tumors that were treated with no therapy (control), 15 Gy radiation therapy, or histotripsy tumor ablation 10 days after tumor inoculation. Vaccines were generated from tumors excised one day after treatment. Untreated control tumors were exposed to three cycles of alternating freezing and thawing. Tumors were mechanically dissociated and centrifuged, and cell-free supernatants were administered *via* intraperitoneal injection into naïve mice one day prior to flank inoculation with B16F10 challenge tumors. As shown in **Figures 7A, B**, only mice receiving vaccines generated by histotripsy ablation demonstrated measurable inhibition of challenge tumor growth. Moreover, multicolor immunohistochemistry revealed significant 4-HNE accumulation among B16F10 tumors in mice that received histotripsy-generated vaccines but not in control unvaccinated mice (**Figure 7C**). These results support the observation that histotripsy tumor ablation induces immunogenic cancer cell death.

**Figure 7:**
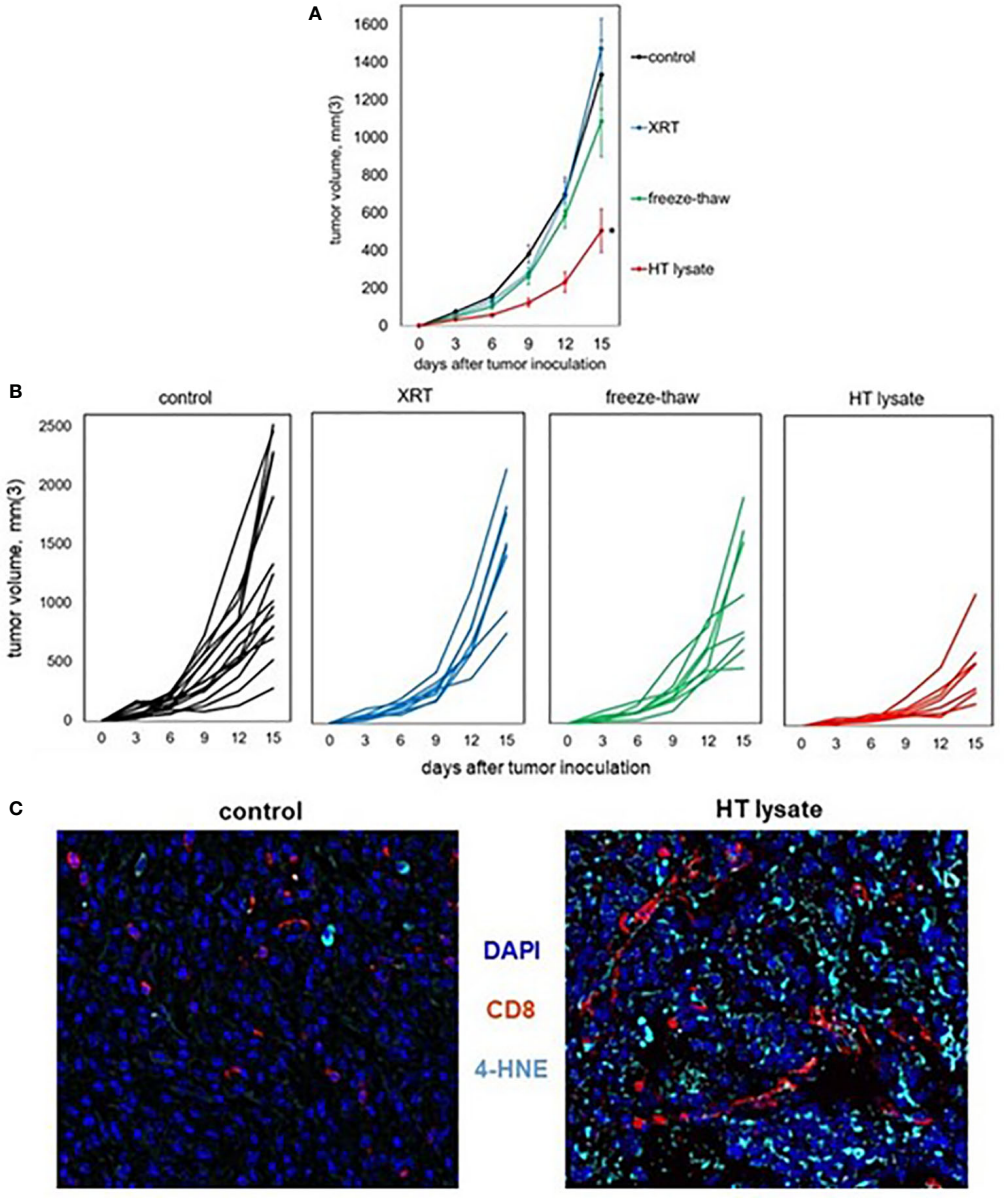
Tumor lysates generated by histotripsy confer partial protection when administered as vaccines. Mice bearing B16F10 tumors were treated with no therapy, 15 Gy radiation therapy (XRT), or histotripsy (“HT”) ablation on day 9. Tumors were explanted on day 10 and untreated tumors were dissociated by 3 cycles of alternative freezing and thawing. The resulting lysates were centrifuged to generate cell-free fractions, and fractions were delivered *via* intraperitoneal injection into naïve mice one day prior to B16F10 flank injection. **(A, B)** Whereas vaccination with tumor lysates generated by XRT or freeze-thaw conferred no protection against B16F10 challenge tumor growth as compared with unvaccinated controls, mice receiving tumor lysates generated by histotripsy exhibited slower challenge tumor growth kinetics. **(C)** Multicolor immunohistochemistry of challenge tumors growing in unvaccinated control and HT lysate-vaccinated mice showed marked increases in both CD8+ cell infiltration and 4-HNE accumulation. (n=3-6 mice per group; *=p<0.05 compared with controls).

## Discussion

Growing tumors exert immunosuppressive influences that thwart anti-tumor immune responses (48–54). There has been longstanding interest in the capacity of ablation to activate tumor-directed immune responses. Measurable and occasionally abscopal anti-tumor immune responses have been observed with cryoablation, radiofrequency ablation and radiation, largely when used in combination with immunomodulatory agents like CpG or pro-inflammatory cytokines (1–13). We recently reported that histotripsy, a non-thermal mode of mechanical FUS ablation (32–36), stimulates potent local and abscopal CD8+ T cell infiltration and tumor inhibition as monotherapy; using murine models of melanoma and hepatocellular carcinoma, we observed that this effect can enhance checkpoint inhibition immunotherapy (37). In this report, we applied microscopic and other assays to these same murine models to record the spatiotemporal evolution of local and abscopal immune response in treated tumors and in distant, untreated tumors.

We observed that the abscopal effect of histotripsy was more pronounced in the Hepa1-6 hepatocellular carcinoma model than in the B16 melanoma model. Unlike exponentially-growing B16F10 tumors, Hepa1-6 tumors exhibit a more linear tumor growth pattern, and infiltrating immune cell populations and responsiveness to CI immunotherapy suggest that Hepa1-6 tumors may be more immunogenic than B16F10 tumors (55, 56). These findings suggest that the abscopal effects induced by histotripsy monotherapy are not limited to melanoma tumors, and that the magnitude of these effects may be greater when applied to intrinsically immunogenic tumors. In addition, the absence of abscopal tumor inhibition in mice with antigenically discordant tumors (i.e., normal growth of non-ablated B16F10 tumors after contralateral ablation of immunogenic Hepa1-6 tumors) underscores the antigenic specificity of this effect.

To overcome the potent immunosuppressive influences exerted by growing cancers, immunostimulatory therapies should ideally trigger immunogenic cell death pathways that liberate tumor antigens within a pro-inflammatory context of immunological “danger”. Unlike non-immunogenic cell death, in which cells undergo involutional apoptotic demise within an anti-inflammatory, tolerogenic cytokine milieu, immunogenic cell death pathways are programmed responses to triggers such as severe endoplasmic reticulum stress that share a common feature of DAMP translocation (46, 47, 57–67). The pro-inflammatory properties of DAMPs engender the infiltration and activation of APCs to process and present tumor antigens for the eventual priming of adaptive immune responses – effectively initiating the cancer immunity cycle (14). We previously reported that histotripsy tumor ablation results in the widespread translocation of DAMPs like HMGB1 and calreticulin within the ablation zone (37). In this report, RNASeq analyses of tumor cell populations at early time points detected severe cellular and ER stress transcriptional responses to partial histotripsy ablation. We also measured profound increases in TNFα within ablated tumors immediately following histotripsy. Given the nature of tissue cavitation induced by histotripsy, some of the early DAMP release seen in ablation zones could be from mechanical disruption of cellular and nuclear membranes. However, morphologically-intact tumor cells along the periphery of the mechanical ablation zone appear to undergo necroptosis, a catastrophic TNFα-driven immunogenic programmed cell death pathway culminating in the formation of cell membrane pores that disrupt cellular integrity and release DAMPs. RNASeq confirmed significant upregulation of transcriptional pathways associated with necroptosis. The immunostimulatory consequences of necroptosis are well-documented, and active investigations are underway to harness the ability of specific chemotherapeutic agents like doxorubicin to induce necroptosis of cancer cells (46, 57).

Concordant with the ability of DAMPs to engage APC pattern recognition receptors to trigger antigen processing and presentation, the massive release of DAMPs within the ablation zone is followed by a rapid influx of myeloid APC populations. Indeed, infiltrating immune cell populations at early time points following histotripsy are characterized by transcriptional indicators of innate immune response activation. This response is transient, as these myeloid cell populations are largely absent from ablated tumors 3 days after histotripsy. However, we observe evidence of enhanced APC:T cell interaction within tumor-draining lymph nodes after histotripsy. These events are followed by the trafficking of T cells into non-ablated zones of treated tumors and distant non-ablated tumors, coinciding with abscopal tumor growth inhibition. Notably, CD8+ T cell infiltration is preceded and accompanied by the infiltration of NK cells, with early mobilization of NK cells in both treated and contralateral abscopal tumors. This early abscopal NK cell response may explain our observation of almost immediate abscopal inhibition of tumor growth following unilateral histotripsy tumor ablation.

At later time points, we observed gradual increases in HMGB1 translocation within non-ablated zones of treated and abscopal tumors, with a close spatial correlation between HMGB1 release and CD8+ T cell infiltration; in control tumors, no correlation was observed between the sparse numbers of intratumoral CD8+ T cells and tumoral HMGB1 release. This observation is consistent with the recent demonstration by Minute and co-authors, who observed that tumor cells exposed to activated tumor antigen-specific CD8+ T cells undergo immunogenic cell death as evidenced by HMGB1 and calreticulin translocation (68). Ferroptosis is a pathway of immunogenic cell death characterized by iron-dependent lipid peroxidation and HMGB1 release that may have particular therapeutic importance in oncology, as cancer cells of numerous histological types are known to be uniquely susceptible to ferroptosis (15–20, 67). In both histotripsy-treated and histotripsy-abscopal tumors, we observed a very strong spatial correlation between CD8+ T cell infiltration and tumor cell accumulation of 4-HNE, which is a metabolic byproduct of ferroptosis. In control tumors, cancer cells in areas of sparse CD8+ T cell infiltration exhibited no 4-HNE accumulation. Recent work from Yang and co-authors showed that cancer cell ferroptosis-inducing adjuvants enhanced the efficacy of radiofrequency ablation, but that radiofrequency ablation alone did not induce ferroptosis (10). Notably, Wang and co-authors recently demonstrated that ferroptosis is the mechanism of cell death by which checkpoint inhibition-activated CD8+ T cells exert their cytotoxic effect on cancer cells (18). Our data raise the possibility that histotripsy could be priming CD8+ T cells to kill cancer cell targets using the same cytotoxic mechanism induced by checkpoint inhibition. Indeed, we found that the therapeutic cooperativity previously observed between checkpoint inhibition and the abscopal effects of histotripsy is associated with a synergistic accumulation of cancer cell ferroptotic byproducts. The delayed release of HMGB1 and accumulation of 4-HNE (seen with ferroptosis) that occurs in tumor regions distant from the ablation zone are temporally and spatially distinct from the early release of HMGB1 and co-localization of pRIPK3 and pMLKL (seen with necroptosis) that occurs in tumor regions adjacent to the ablation zone. We observed that *in vitro* co-culture with CD8+ T cells harvested from histotripsy-treated melanoma-draining lymph nodes directly led to accumulation of 4-HNE in melanoma cells – an effect not seen following co-culture with CD8+ T cells harvested from untreated melanoma-draining lymph nodes. However, ongoing and future work using CD8+ T cell-deficient models, direct quantitation of lipid peroxidation, and metabolic inhibitors of ferroptosis will be needed to determine if CD8+ T cells and ferroptotic cell death pathways are mechanistically necessary for the abscopal immune effects associated with histotripsy tumor ablation.

The experimental “gold standard” demonstration of immunogenic cell death is the ability of treated tumor debris to function as immunoprotective vaccines (69, 70); our observation that mice immunized with tumor homogenates generated by histotripsy (but not radiation or thermal dissociation) are partially resistant to challenge tumor growth supports the likelihood that histotripsy tumor ablation induces immunogenic cell death. This immunoprotection was not complete, as vaccination with histotripsy-generated tumor homogenates did not confer immunity to challenge tumor growth. However, more potent vaccination strategies (e.g., using pulsed dendritic cells) could enable the development of histotripsy-derived personalized anti-tumor vaccines. Of note, we challenged mice with tumor only one day after tumor homogenate injection; it is possible that a longer interval of time might have enabled more substantive immune protection for tumor homogenates generated by histotripsy, as well as by freeze/thaw and radiation. Of note, we previously observed that tumor homogenates generated by histotripsy ablation but not freeze/thaw dissociation contain immunogenically intact tumor antigens capable of stimulating tumor antigen-specific CD8+ T cells (37); thus, inoculation of intact tumor antigens could have contributed to the ability of histotripsy tumor homogenates to promote partial immune protection even in the absence of a more prolonged post-vaccination latency period. Our observation of CD8+ T cell infiltration and 4-HNE accumulation in challenge tumors growing in mice pre-treated with histotripsy-generated tumor vaccines suggests that early immunogenic cell death induced by histotripsy could be sufficient for triggering potent systemic anti-tumor adaptive immune responses. Ongoing studies are investigating the degree to which the subcellular and cellular events that follow histotripsy ablation, including the early induction of necroptosis and the late induction of CD8+ T cell-associated ferroptosis, could be mechanistically responsible for the abscopal effects of histotripsy focused ultrasound ablation.

## Data availability statement

The datasets presented in this study are deposited in the GEO repository, accession number GSE221448.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committees of the VA Ann Arbor Healthcare System and University of Michigan.

## Author contributions

Mouse work and experiments were performed by AP, RM, JG, AF, HG, JD, HC, NB, and AG. Protein sequencing was performed by RM and AG, and RNA sequencing was performed by RM and JG. Histotripsy tumor ablations were performed by RM, RH, and TW, and microscopy assays were performed by AP, RM, and AG. *In vitro* co-culture experiments were performed by BS, RM, and AG. Data analysis was performed by MO, ZX, AG, and CC, and manuscript writing was performed by AP, RM, JG, and CC. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

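RNA was measured in 70 libraries of CD45- and CD45+ cells flow-sorted from B16F10 melanomas on the flanks of C57BL/6 mice, 3 and 7 days after sham or partial histotripsy ablation. Libraries were grouped by the sample labels into control, histotripsy-treated and histotripsy-abscopal tumors, with 4, 7 and 7 CD45- libraries on day 3, 11, 3 and 4 on day 7, and 4, 6 and 7 CD45+ libraries on day 3 and 10, 3 and 4 on day 7. Male and female mice were used, groups were not randomized, and neither the sex of the mouse nor a sequencing batch is known for a library, so neither could be used as a term. Histotripsy-treated and histotripsy-abscopal tumors can come from the same mouse, but no label pairs them. The main fits treated them as independent, so their direct comparisons ignore any pairing. The legend of Figure 4 gives 10 days where the text and the labels give 7.

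The authors sequenced QuantSeq libraries, trimmed the reads with Trim Galore, aligned them with STAR, collapsed unique molecular identifiers with Lexogen's tool, counted reads per gene of GRCm38 with featureCounts and deposited the counts without normalization, as a table for each cell fraction and day. The paper's text does not name the strand setting of the counting, so counts of genes that overlap on either strand are uncertain, and so are those of near-identical genes such as Hspa1a and Hspa1b. Collapsed counts stand for molecules, but an identifier can be read with errors or be used more than once, which can shift high counts. Each table has 55487 lines with a gene name, 120 of which share a symbol with another line. Both CD45+ tables have a further line without a name, equal to 100% of the column totals, which was left out of library sizes and tests. Of the tables' columns, 0 had no sample.

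The depth was 887798 to 3820705 counts per library. CT010467.1, annotated as rRNA on chromosome 17, took between 5.71% and 16.0% of them. A gene with 3 counts or fewer in each library of a group was treated as at the floor. No pair of libraries of a group differed by less than the sampling noise (chi-square per degree of freedom over genes, smallest value 1.99), so each was counted as a replicate.

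Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3, with TMM scaling, its filterByExpr filter (minimum count 10, minimum total 15), the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, in a single fit per table with a term for each group. The paper's statistics section names a 2-way ANOVA or a t-test with a threshold of 0.05, and its text names BioJupies for expression but no test for single genes. The filter left 10921 and 10996 genes in CD45- cells on days 3 and 7, and 10264 and 10817 in CD45+ cells. A difference of effect between the days was tested as an interaction in a fit of both days of a fraction. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with p-values adjusted over the list tests of a table. There were 6 lists read by eye from the heatmaps of Figures 2C and 3F (necroptosis, ER stress, cellular response to LPS, TNF signaling, inflammatory response and neutrophil chemotaxis), 3 written by hand (heat shock and unfolded protein, type I interferon and ferroptosis), 1 set by the prefix Zfp, and 11 lists of cell type markers (melanoma, neutrophil, monocyte and macrophage, T cell, NK cell, B cell, fibroblast, endothelial, keratinocyte, erythroid and skeletal muscle). The supplementary gene ontology results were not used here. A list's score in a library is the mean log2 CPM of its tested genes. CPM of single genes and of scores are scaled by TMM factors, unless library totals are named. The CPM of the principal components use library totals.

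Principal components were computed with numpy 2.4.6 from log10 of CPM, the 500 genes with the largest variance and Z-scores per gene, as the paper describes, with a pseudocount of 1 that was chosen here since the paper names none, and the separation of groups was tested with a pseudo-F on the same values by a one-sided exact permutation test. Correlations across libraries were taken after removal of group means, with exact permutation tests up to 11 libraries and 100000 permutations above that, two-sided. Coordinates are those of the GENCODE annotation of GRCm38 and were matched by symbol; 10771, 10841, 10102 and 10644 of the tested genes of the 4 tables had a match.

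The genes named in the text follow a rule set before the data were examined: 24 fixed genes; for each comparison, up to 3 rising and 3 falling genes with the largest log2 fold change among those called, with a mean of at least 10 CPM and no overlap between the groups; and for each list read from a heatmap, up to 3 genes with the smallest p. A gene outside the rule is said to have been chosen after its values were seen. CT010467.1 and Col1a1 are also outside the rule, and are named as the most abundant gene and the most abundant fibroblast marker. Comparisons, list tests and alternatives were also set before the data were examined. The alternatives were DESeq2 1.42.0 with its size factors, limma-voom, library totals in place of TMM factors, no filter on low counts, a fit of only the groups compared, libraries with at least 1000000 counts, each replicate left out in turn, the replicate number as a block, fry, camera with an estimated correlation, Reactome sets in place of lists, and, for principal components, 2000 genes, a pseudocount of 0.1, no Z-score, TMM-scaled log2 CPM and genes as observations. Added after the data were seen were libraries thinned to the smallest total, counts without the most abundant gene, and the replicates used by the block without the block.

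The tests of single genes, of interactions and of lists were tried on simulated data. Counts were drawn from the means and library sizes of the real libraries, and 200 genes were drawn to change by 4-fold. Of the changed genes that passed the filter, edgeR called 187 of 195 for CD45- day 3, 186 of 196 for CD45- day 7, 184 of 193 for CD45+ day 3 and 187 of 199 for CD45+ day 7, each in the right direction, and the interaction test called 157 of 197 and 160 of 199. In the same runs 16, 14, 13 and 8 unchanged genes were called, or 7.88%, 7.0%, 6.6% and 4.1% of the calls, against a nominal 5%, and 7 and 6 by the interaction test (4.27% and 3.61%). With no gene changed, 0, 0, 1 and 0 genes were called. Each gene was drawn independently, so these runs cannot show how often genes that vary together yield false calls. Other divisions of the real libraries had a median count of 0 for treated against control on day 3. The largest count among them was 333 in CD45- and 842 in CD45+ cells. The pseudo-F permutation test was simulated only for 6 against 4 libraries, with 2000 genes. It passed the threshold in 3 of 40 simulations without an effect and in 40 of 40 with an effect of 1.5 in 200 genes. The within-group correlation test was simulated only for 11 libraries. It passed in 1 of 40 simulations without an effect and in 37 of 40 with an effect of 2.0. Other group sizes were not simulated for these permutation tests.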

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

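The tests of library size, of the most abundant gene and of marker scores as covariates were chosen after the results they bear on were seen, apart from those of other divisions of the libraries.

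In 10 of the 218 groups of 4 to 10 libraries examined, the highest or lowest library stood far from the rest by Dixon's test, where chance alone would give 10.9. Of the 10, 4 came from CD45+ histotripsy-treated replicate 3 on day 3. In that library S100a8 stood at 19025 CPM (others 757 to 5013), S100a9 at 14355 CPM (366 to 3042) and Slc7a11 at 1633 CPM (209 to 617), and the NK cell score was 4.97 (others 6.36 to 6.85). Without it the log2 fold change of S100a8 against control was 1.61 in place of 2.69, and that of S100a9 1.55 in place of 2.91. A larger share of neutrophils in that tumor, a sorting difference and a stronger response to ablation were not told apart for a single library. The remaining values of CD45+ cells on day 3 were a total count of 1186404 in histotripsy-treated replicate 1 (others 1481883 to 1658775), Retnla at 139.1 CPM in histotripsy-abscopal replicate 5 (others 2.77 to 33.0), Slc7a11 at 204 CPM in histotripsy-abscopal replicate 2 (others 82.3 to 135) and a neutrophil chemotaxis score of 5.00 in histotripsy-abscopal replicate 1 (others 5.69 to 6.12). On day 7, Ifit1 stood at 80.7 CPM in CD45+ histotripsy-abscopal replicate 3 (others 44.0 to 48.2). Il6 was at 1.46 CPM in CD45- control replicate 2 on day 3 and at 0 in the other controls. That is 3 counts against none, which is at the floor and too few for this depth to resolve. No biological explanation was tested for these single values.

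The effect of histotripsy on CD45+ cells of treated tumors differed between day 7 and day 3 for 301 genes, 272 of them with a lower effect on day 7, though 0 genes differed from control on day 7 by itself (344 at an unadjusted p under 0.05). With each library thinned to the smallest total 151 genes were called, so library size does not account for all of them. Only 2 of 60 divisions of the libraries gave as many. The day 7 arm has 3 histotripsy-treated libraries, and without replicate 1 of them 30 genes were called. The paper's text does not say whether the libraries of the 2 days were prepared and sequenced together, so a difference between batches may add to the number. In CD45- cells of histotripsy-abscopal tumors a single gene, Klf4, chosen after its values were seen, differed between the days, with a log2 fold change of 1.00 on day 3 and -0.43 on day 7 (interaction -1.43, adjusted p = 0.0370, edgeR's quasi-likelihood test). With library totals in place of TMM factors, or with libraries thinned, 0 genes were called there. Divided in other ways, 2 of 60 gave at least 1 gene.

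The paper reports no RNASeq of CD45- cells on day 7. In those cells 32 genes differed between histotripsy-abscopal and control tumors, 29 of them higher, and the type I interferon list was higher with all 25 tested genes up (median log2 fold change 0.47, camera, adjusted p = 8.71e-09, but 0.410 with fry). The fibroblast marker list was higher in histotripsy-abscopal tumors (median 2.62, adjusted p = 4.20e-12) and in histotripsy-treated tumors (median 2.82, adjusted p = 5.36e-09), with 10 of 10 genes up in each, though fry gave 0.243 and 0.467. Of the libraries, 2 of 4 histotripsy-abscopal and 1 of 3 histotripsy-treated lay above each control. The most abundant marker, Col1a1, had 393 ± 380 CPM (SD, n = 4) in histotripsy-abscopal, 508 ± 775 CPM (SD, n = 3) in histotripsy-treated and 66.6 ± 99.9 CPM (SD, n = 11) in control libraries. Of the 24 genes fixed in advance, only Hspa1a was among the 32, with 3 to 74 counts in the 4 histotripsy-abscopal and 0 to 7 counts in the 11 control libraries (log2 fold change 2.60, adjusted p = 0.0431, edgeR's quasi-likelihood test). Its near-identity with Hspa1b leaves its reads uncertain. Without the most abundant gene 32 genes were called as well. Leaving it out moved none of the 12 counts by over 1.5 times, so this is a weak test. With thinned libraries 8 were called, which leaves library size open. With the fibroblast score as a covariate 0 genes were called (764 had an unadjusted p under 0.05) and the interferon list lost its call (adjusted p = 0.747). A candidate explanation is a varying share of fibroblast-like cells among the sorted CD45- cells. A growth of such cells after ablation stays open, since the share of cells was not measured, and a score that rises with the group also removes effects that merely run in parallel. Without histotripsy-abscopal replicate 1 only 1 gene was called and without replicate 3 132 were.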

How the results depend on the processing

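Libraries thinned to the smallest total, counts without the most abundant gene, and the replicates of the block without the block were chosen after seeing the data. Under the settings chosen earlier, leaving out a library aside, each of the 6 separations of groups by principal components stayed on its side of the threshold, as did 6 of the 33 list results, 1 of the 4 interactions and 22 of the 45 results for single genes, whereas each of the 12 counts of called genes moved by more than 1.5 times under at least 1 setting. Unless another reason is given, the cause of a change was not tested.

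For counts of called genes, groups are given as histotripsy-treated against control, histotripsy-abscopal against control and histotripsy-treated against histotripsy-abscopal. With DESeq2 they were 49, 13 and 138 for CD45- cells on day 3 (10, 0 and 16 with edgeR), 11 for histotripsy-abscopal against control in CD45- cells on day 7 (32) and 12 for the same comparison in CD45+ cells on day 3 (0); the interactions were 13 for CD45- histotripsy-treated, 6 for CD45- histotripsy-abscopal and 1 for CD45+ histotripsy-abscopal tumors (0, 1 and 0). With limma-voom the CD45- day 3 treated count and the CD45- day 7 abscopal count were 1 each, and the log2 fold change of Mlkl was -0.10 in place of 0.04. Without a filter on low counts the numbers were 312, 15 and 451 for CD45- cells on day 3, 165, 398 and 8 on day 7, 1244, 153 and 1022 for CD45+ cells on day 3, and 32, 102 and 17 on day 7, which adds genes with few counts to the test. With only the groups compared in the fit, which leaves fewer libraries to estimate the spread, 2 genes were called for CD45- day 3 treated against control, 62 for CD45- day 7 abscopal against control, and 451 and 365 for CD45+ day 3 treated against control and against abscopal (801 and 558). Limiting the libraries to at least 1000000 counts changed no count of the CD45+ day 7 comparisons it applied to.

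With library totals in place of TMM factors, CD45- day 3 treated against abscopal gave 25 genes, 20 higher and 5 lower (80.0% higher, against 62.5%), the CD45- abscopal interaction 0 and the CD45+ abscopal interaction 1, and the necroptosis list of abscopal against control CD45- cells changed direction (adjusted p = 0.980). In CD45+ cells on day 3 the share of higher genes went from 79.7% to 38.9% for treated against control, and from 89.6% to 79.5% for treated against abscopal (345 higher, 89 lower), while the median of all genes went from -0.01 to -0.22 and from -0.03 to -0.15. The share of interactions with a higher effect on day 7 went from 9.6% to 31.6% in CD45+ treated tumors.

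Replicate numbers do not mark a shared mouse in the labels. The mean correlation of deviations of libraries with the same number ran from -0.24 to 0.21 over the 12 comparisons. In none was each pair over 0.1. For treated against abscopal libraries on day 3 it was 0.135 in CD45- and 0.126 in CD45+ cells, against -0.022 and -0.024 for other numbers. On day 7 it was 0.206 against -0.095 in CD45+ cells, but -0.245 against 0.113 in CD45- cells. A link between libraries of the same number thus stays open. With the replicate number as a block, 33 genes were called for CD45- day 3 treated against control and 117 for treated against abscopal, 0 for CD45- day 7 abscopal against control and 1 for CD45+ day 3 abscopal against control. Under the block the log2 fold change of Mlkl was -0.064 and that of Isg15 in CD45+ day 7 abscopal cells -0.11, each opposite to its main direction; the Zfp list gave 0.0314, the LPS, TNF and inflammatory lists of CD45- day 3 abscopal against control 0.510, 0.148 and 0.345, the interferon list of CD45- day 7 treated against control 0.571 with the opposite direction, and the inflammatory list of CD45+ day 7 cells 0.0386 against control and 0.974 against abscopal, the latter with the opposite direction. The same replicates without the block gave 3 genes for CD45- day 3 treated against control, 0 for CD45- day 7 abscopal against control and 4 for CD45+ day 7 abscopal against control.

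With libraries thinned to the smallest total, which removes counts, the CD45- day 3 numbers were 1 (treated against control) and 8 (treated against abscopal), the CD45- day 7 numbers 2 and 8 (treated and abscopal against control), and the CD45+ day 3 numbers 502, 1 and 368; the CD45- abscopal interaction was 0 and the CD45+ treated interaction 151. The lists of abscopal against control CD45- cells on day 3 gave 0.0461 (ER stress, now called), 0.253, 0.280 and 0.117 (LPS, TNF and inflammatory, no longer called) and 0.906 (necroptosis, opposite direction). The ferroptosis list of CD45- day 7 abscopal cells gave 0.862 and the LPS list of CD45+ day 3 treated cells 0.917, each with the opposite direction, and the interferon list of CD45+ day 7 treated against abscopal cells 0.0101. Leaving out the most abundant gene changed none of the 12 counts by over 1.5 times.

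Of the list calls under camera's preset correlation, 20 were lost with an estimated correlation and 20 with fry, which take account of correlation between genes. With an estimated correlation the adjusted p in CD45- cells on day 3 were 0.211 (ER stress), 0.460 (LPS, TNF and inflammatory) and 0.243 (heat shock) for treated against control, 0.539 (LPS, TNF and inflammatory) and 0.460 (heat shock) for abscopal against control, and 0.243 (ER stress), 0.539 (LPS) and 0.460 (TNF, inflammatory and heat shock) for treated against abscopal. They were 0.530 for the interferon list of CD45- day 7 abscopal cells, 0.253 for neutrophil chemotaxis in CD45+ day 3 treated and abscopal cells against control, and in CD45+ cells on day 7 0.188 and 0.166 for the interferon list of treated and abscopal cells and 0.188 for chemotaxis in treated against abscopal cells. With fry they were 0.116 (ER stress and heat shock) and 0.392 (LPS, TNF and inflammatory) for treated against control; 0.607 (LPS and TNF), 0.606 (inflammatory) and 0.392 (heat shock) for abscopal against control; and 0.116 (ER stress), 0.502 (LPS) and 0.392 (TNF, inflammatory and heat shock) for treated against abscopal. They were 0.410 for the interferon list of CD45- day 7 abscopal cells, 0.118 and 0.271 for chemotaxis in CD45+ day 3 treated and abscopal cells, and 0.374, 0.125 and 0.374 for the interferon list of treated and of abscopal cells and for chemotaxis in treated against abscopal cells on day 7. Only the chemotaxis list of CD45+ day 3 treated against abscopal cells held under both. With Reactome sets in place of the lists, heat stress and unfolded protein responses gave 0.499, 0.307 (opposite direction) and 0.111. Interferon alpha/beta signaling gave 0.0581 in CD45+ day 7 treated cells and 0.00264 in abscopal cells, where the call held. Regulated necrosis gave 0.867 in CD45- day 3 treated cells (opposite direction), and the TLR4 cascade 0.00562 in CD45+ day 3 treated cells. Direction is that of camera, which can differ from that of the median. The median log2 fold change of the regulated necrosis set was 0.02.

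With 1 library left out, the counts of called genes ran in CD45- cells on day 3 from 1 (without control replicate 1) to 17 for treated against control, from 0 to 1 for abscopal against control and from 0 (without abscopal replicate 1) to 99 (without treated replicate 5) for treated against abscopal; on day 7 from 0 to 26 (without treated replicate 2) and from 1 (without abscopal replicate 1) to 132 (without abscopal replicate 3) for treated and abscopal against control; and in CD45+ cells on day 3 from 334 (without control replicate 3) to 1103 (without treated replicate 5), from 0 to 1, and from 264 (without treated replicate 3) to 862 (without treated replicate 5). Interactions ran from 0 to 1 and 0 to 2 in CD45- treated and abscopal tumors, and from 30 to 528 and 0 to 1 in CD45+ treated and abscopal tumors. The exact p of Fig. 4K ran from 0.0315 to 0.206.

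Adjusted p of lists with 1 library left out ran in CD45- day 3 cells from 0.0369 to 0.551 for the Zfp genes, from 0.437 to 0.859 for necroptosis in abscopal against control cells, and there from 5.44e-06 to 0.679, 5.46e-06 to 0.856 and 1.14e-06 to 0.336 for LPS, TNF and inflammatory, each lowest without control replicate 2 and highest without control replicate 4. For treated against abscopal cells they ran from 3.99e-06 to 0.527 (LPS) and from 1.51e-07 to 0.0684 (TNF), highest without treated replicate 3. In CD45- day 7 cells they ran from 5.64e-05 to 0.986 for the interferon list of treated cells and from 0.182 to 0.986 for ferroptosis in abscopal cells. In CD45+ day 3 cells they ran from 0.577 to 0.996 for LPS in treated cells and from 4.92e-06 to 0.0644 for chemotaxis in abscopal cells. In CD45+ day 7 cells they ran from 0.402 to 0.983 (inflammatory, treated against control), 3.62e-15 to 0.918 (interferon, treated against control, highest without treated replicate 3), 0.0424 to 0.997 (inflammatory, treated against abscopal) and 2.91e-08 to 0.139 (interferon, treated against abscopal). Among single genes, log2 fold changes crossed 0 for Hmgb1 (-0.043 to 0.20), Mlkl (-0.090 to 0.19), S100a8 in CD45+ day 3 abscopal cells (-0.16 to 0.58) and Isg15 in CD45+ day 7 abscopal cells (-0.17 to 0.30).

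Among the 45 results for single genes, the other changes were 6 calls gained with DESeq2, 7 lost with limma-voom, 11 gained without a filter, 8 lost with only the groups compared, 1 gained under the block (Tnf in CD45+ day 3 treated against control, log2 fold change 1.10, adjusted p = 0.0445), and, over the fits that left out 1 library, 43 calls lost and 5 gained. Depth limits what can be said of scarce transcripts: Tnf in CD45- cells reached at most 1.08 CPM on day 3 and 1.38 CPM on day 7, and genes at 3 counts or fewer in each library of a group have no fold change that can be read as more than a bound.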

Differences from the paper's values

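In the principal component analysis of control and histotripsy-treated CD45- cells on day 3, PC1, PC2 and PC3 held 75.6%, 6.65% and 4.58% of the variance, against the paper's about 28%, about 20% and about 13% in Fig. 1D, read by eye. Of the alternatives set before the data were examined, the 2000 most variable genes (37.6%, 13.6% and 9.30%) and genes as observations (28.02%, 20.4% and 12.7%) came within 1.5 times of each, and a pseudocount of 0.1 (64.7%, 7.30% and 5.45%), no Z-score (81.9%, 4.54% and 3.62%) and TMM-scaled log2 CPM (76.5%, 6.31% and 4.32%) did not. For control and histotripsy-treated CD45+ cells on day 7, PC1 held 21.3%, against the paper's about 40% in Fig. 4J, read by eye. None of the alternatives set before the data were examined closed the gap: 2000 genes gave 17.5%, a pseudocount of 0.1 16%, no Z-score 22%, TMM-scaled log2 CPM 21.8% and genes as observations 19.6%. The shares printed in Fig. 4J are those printed in Fig. 3E, for which the value here was 46.1%, or 40.1% with genes as observations. In the panels where the values here lay within 1.5 times of the paper's, genes as observations gave a PC1 share of 25.2% against the paper's about 25% in Fig. 2B, 40.1% against about 40% in Fig. 3E, 22.99% against about 23% in Fig. 4K and 29.98% against about 30% in Fig. 4L, read by eye, and the computation used here 29.2%, 46.1%, 25.7% and 31.2%. The separation of groups was tested only on libraries as observations, so it was not tested on the components that genes as observations give. The largest group in the data of Fig. 1D held 7 libraries, against the paper's 4 in the legend for panels C to G; no alternative changes this.

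Fig. 1D is described as showing a significant difference between control and histotripsy-treated CD45- cells; here the groups were not separated (exact permutation p = 0.130, 0.0621 to 0.267 with 1 library left out), while 10 genes differed. Figs. 4J and 4K are described as showing diverging patterns against control; here the exact permutation p were 0.420 and 0.0969, and the latter was under the threshold only without histotripsy-abscopal replicate 3 (0.0315).

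The text on Fig. 2C lists necroptosis among the upregulated gene groups in histotripsy-treated tumors. Here the list did not pass (camera, adjusted p = 0.306), and no setting that was run called it. Only 8 of the 15 genes read from the heatmap were tested, and 7 of these were higher. The paper's other evidence for necroptosis is staining of phosphorylated RIPK3 and MLKL, which RNA does not measure. The text limits the LPS, TNF and inflammatory groups to histotripsy-treated tumors; here these lists were also higher in histotripsy-abscopal tumors (adjusted p = 0.0310, 0.0451 and 0.00735), calls that were lost under fry (0.607, 0.607 and 0.606), an estimated correlation (0.539 for each), the replicate block (0.510, 0.148 and 0.345) and thinned libraries (0.253, 0.280 and 0.117), the last chosen after the values were seen.

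The paper gives transcription from RNA polymerase II promoters as the pathway that fell most in CD45- cells. The FDR it prints for that pathway lies just above the threshold used here. The Zfp genes that stand for the pathway here did not pass either (camera, adjusted p = 0.163), except with the replicate block (0.0314) and without control replicate 1 (0.0369). With the Reactome set for generic transcription the adjusted p was 0.780. Zfp genes were picked by the prefix of their symbol, so they do not test the paper's term directly, and their miss does not contradict the paper. The paper gives the response to lipopolysaccharide among the pathways that rose most in CD45+ cells on day 3; here the LPS list was not higher (adjusted p = 0.890), and the Reactome set for the TLR4 cascade was (0.00562). The paper gives the inflammatory response as the pathway that rose most in histotripsy-treated CD45+ cells on day 7. Here the list was not higher than in control (camera, adjusted p = 0.797), except with the replicate block (0.0386). Nor was it higher than in histotripsy-abscopal cells (0.797), except without histotripsy-abscopal replicate 3 (0.0424). The LPS and inflammatory lists were read from a heatmap of CD45- cells on day 3, so neither tests the paper's term in CD45+ cells directly. For the inflammatory list no Reactome set was tried.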

Other observations

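The tests of fibroblast-like cells, neutrophils and library size were chosen after the patterns were seen, and those of other divisions of the libraries were set before the data were examined.

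Cell type markers differed between the groups. In CD45- cells on day 3 the fibroblast markers were higher in histotripsy-treated than in control tumors (median log2 fold change 2.77, 10 of 10 genes higher, camera, adjusted p = 1.92e-07, fry 0.259), with a score of 5.96 ± 2.07 (SD, n = 7) against 3.802 ± 1.73 (SD, n = 4) and 4 of 7 libraries above each control. Erythroid markers were higher too (median 2.00, adjusted p = 9.81e-04, fry 0.259), with 2 of 7 libraries above each control. Melanoma markers were not higher (median -0.02, adjusted p = 0.267), nor were endothelial markers (median -0.24, adjusted p = 0.682). The most abundant fibroblast marker, Col1a1, had 1448 ± 1866 CPM (SD, n = 7) in histotripsy-treated, 145 ± 189 CPM (SD, n = 4) in control and 174 ± 101 CPM (SD, n = 7) in histotripsy-abscopal libraries. Of the marker lists for keratinocytes and skeletal muscle no gene was tested in CD45- cells and 1 each in CD45+ cells, and of those for neutrophils, NK cells and B cells none was tested in CD45- cells.

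The hypothesis is that part of the higher ER stress, TNF and inflammatory lists in histotripsy-treated CD45- cells may come from a larger share of fibroblast-like cells among the sorted cells. With the fibroblast score as a covariate, the smallest adjusted p of the 3 lists was 0.115, against 9.93e-06 or less without it, while the heat shock and unfolded protein list kept its call (median 0.34, adjusted p = 2.93e-15) and the number of called genes was 25. For treated against abscopal cells the ER stress list kept its call (adjusted p = 0.0271), the LPS, TNF and inflammatory lists lost theirs (0.452, 0.868 and 0.901), and 115 genes were called. Library size does not account for the lists, since with thinned libraries the largest of their adjusted p was 2.13e-04. The paper chose the genes of these 3 lists on these libraries, which favors a difference between the groups in any test of them. The lists share 0 genes with the fibroblast list. Within the histotripsy-treated libraries (n = 7) the scores of the ER stress, TNF and inflammatory lists followed the fibroblast score with Pearson's r of 0.949, 0.979 and 0.982 and Spearman's rho of 1.0 for each (exact permutation adjusted p = 0.00337, 0.00145 and 0.00145 for r and 8.88e-04 for rho, over 17 relations; unadjusted 0.00179, 5.95e-04 and 5.95e-04 for r and 3.97e-04 for rho), and without the 2 farthest libraries r was 0.937, 0.964 and 0.95. Among untreated libraries (control and histotripsy-abscopal, n = 11, group means removed) r was 0.645, 0.909 and 0.820, and rho 0.673, 0.845 and 0.745 (exact permutation adjusted p = 0.0572, 0.00403 and 0.0138 for r; 0.0491, 0.00520 and 0.0193 for rho). Without the 2 farthest libraries r was 0.303, 0.735 and 0.610. On day 7 (control and histotripsy-abscopal, n = 15, group means removed) r was 0.558, 0.876 and 0.897, or 0.565, 0.872 and 0.857 without the 2 farthest, and rho 0.571, 0.839 and 0.843 (100000 random permutations, adjusted p = 0.0669, 9.35e-04 and 5.67e-04 for r; 0.0491, 8.88e-04 and 8.88e-04 for rho). The TNF and inflammatory lists thus followed the score in untreated tumors on both days. For ER stress it stays open, since the adjusted p of r was 0.0572 and 0.0669 and that of rho 0.0491 on each day. The LPS list had r of 0.971 in histotripsy-treated libraries and of 0.765 and 0.834 in untreated libraries on days 3 and 7 (adjusted p = 0.00211, 0.0337 and 5.67e-04). These r were 0.91, 0.42 and 0.77 without the 2 farthest libraries, so the relation in untreated libraries on day 3 rested largely on 2 libraries. The heat shock list showed no such relation in untreated libraries on day 3 (r = -0.101, rho = -0.136, exact permutation adjusted p = 0.706 and 0.649), in untreated libraries on day 7 (r = -0.364, adjusted p = 0.161) or in histotripsy-treated libraries (r = -0.378, adjusted p = 0.435). PC1 of Fig. 1D, computed without the fibroblast genes, followed the score within groups (n = 11, r = 0.961, rho = 0.964, exact permutation adjusted p = 2.81e-04 for each, r = 0.935 without the 2 farthest). The score was higher by 2.16 in histotripsy-treated libraries, so a response of tumor cells that runs in parallel with the entry of fibroblast-like cells stays open, as does a real stromal response to ablation.

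In histotripsy-abscopal CD45- cells on day 3 the fibroblast markers were higher than in control cells too (median log2 fold change 0.43, 9 of 10 genes, camera, adjusted p = 0.00578, fry 0.485), though no library lay above each control. With the fibroblast score as a covariate the LPS, TNF and inflammatory lists, which were higher there than in control cells, had medians of -0.08, -0.18 and -0.13 (adjusted p = 0.452, 0.635 and 0.452). With thinned libraries their adjusted p were 0.253, 0.280 and 0.117, and without control replicate 4 0.679, 0.856 and 0.336. A larger share of fibroblast-like cells and a difference in library size are each a candidate explanation of these calls, and neither test excludes the other. Calls that are also lost without 1 control would be lost in many tests, so both losses are weak evidence, and a response in the abscopal tumors stays open. Among the other markers, endothelial markers were lower in histotripsy-abscopal than in control cells (median -0.52, 3 genes, adjusted p = 0.0479, fry 0.274) and erythroid markers did not differ (median 0.42, adjusted p = 0.0919). In histotripsy-treated against histotripsy-abscopal cells, fibroblast (2.34, adjusted p = 2.32e-04) and erythroid markers (1.61, 0.0183) were higher and melanoma markers lower (-0.19, 0.0479), with fry at 0.259 or more for each.

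In CD45+ cells on day 3, neutrophil markers were higher (median 2.27, 9 of 9 genes, camera, adjusted p = 1.87e-08, fry 0.0276) and T cell markers lower (median -0.62, 0 of 10 genes higher, adjusted p = 2.97e-06, fry 0.0260) in histotripsy-treated than in control tumors. The neutrophil and chemotaxis lists share 4 genes, S100a8, S100a9, Cxcr2 and Csf3r, and the paper chose the chemotaxis genes on these libraries. Monocyte and macrophage markers (median 0.23, adjusted p = 0.497), NK cell markers (-0.22, 0.117), B cell markers (-0.16, 0.328) and erythroid markers (2.95, 0.117) did not pass. Against histotripsy-abscopal libraries, neutrophil markers were higher (2.06, adjusted p = 1.37e-11, fry 0.0276) and T cell markers lower (-0.58, 6.33e-08, fry 0.0260) as well. Melanoma markers were higher in histotripsy-abscopal than in control libraries (median 2.13, 6 of 6 genes, adjusted p = 0.00976, fry 0.573). The 801 genes that differed between histotripsy-treated and control cells do not come down to library size, since 502 were called with thinned libraries. Without the most abundant gene 798 were called, a weak test, since leaving it out moved none of the 12 counts by over 1.5 times. With the neutrophil score as a covariate 15 were called, and 0 for treated against abscopal cells, against 558 without it (746 with an unadjusted p under 0.05). The chemotaxis list then lost its call for treated against control cells (median -0.33 in place of 1.33, adjusted p = 0.192) and kept it for treated against abscopal cells (0.31 in place of 1.91, adjusted p = 0.00532) and for abscopal against control cells (-0.39, adjusted p = 3.74e-07). With the genes it shares with the score and its choice on these libraries, the list decides nothing about neutrophils. A larger share of neutrophils is a candidate explanation, but a T cell score as covariate also brought the number to 10 (1 for treated against abscopal cells) and the list to 0.08 (adjusted p = 0.223) against control and 0.92 (5.68e-08) against abscopal cells, so a change in the share of cells and a change within cells cannot be told apart here. On day 7, neutrophil and B cell markers were lower in histotripsy-abscopal than in control CD45+ cells (median -0.87 and -1.16, adjusted p = 7.05e-06 for each, fry 0.439 for each), erythroid markers were lower (-1.19, adjusted p = 3.94e-04, fry 0.439), and monocyte and macrophage markers higher (0.37, adjusted p = 2.19e-09, fry 0.318). In histotripsy-treated against control cells neutrophil (-0.47, adjusted p = 0.00266) and T cell markers (-0.33, 0.00558) were lower and NK cell (0.27, 0.00558) and monocyte and macrophage markers (0.10, 0.0151) higher, with fry at 0.662 for each. Compared directly on day 7, B cell (0.91, adjusted p = 2.16e-04), erythroid (1.75, 3.94e-04) and NK cell markers (0.24, 0.0495) were higher and monocyte and macrophage markers lower (-0.27, 4.21e-04) in histotripsy-treated than in histotripsy-abscopal cells, with fry at 0.627 or more, and neutrophil markers did not differ (0.32, 0.0657). The interferon list kept its call on day 7 with the neutrophil or T cell score as a covariate, in histotripsy-treated (adjusted p = 1.24e-05 and 1.08e-05) and histotripsy-abscopal cells (5.25e-07 and 4.02e-09) against control. The monocyte and macrophage score was not tried as a covariate, so a larger share of those cells stays open for this list.

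For CD45- cells on day 7, for which the paper reports no RNASeq but ferroptosis by staining on that day, the ferroptosis list did not differ from control in histotripsy-treated (median -0.04, 8 of 25 genes higher, camera, adjusted p = 0.556) or histotripsy-abscopal tumors (median 0.02, 13 of 25 higher, adjusted p = 0.698), nor did the interferon list in histotripsy-treated tumors (median 0.00, adjusted p = 0.654). With the fibroblast score as a covariate the interferon list of histotripsy-treated tumors was lower (median -0.43, adjusted p = 3.83e-06). No gene differed between histotripsy-treated tumors and control or histotripsy-abscopal tumors (668 and 741 with an unadjusted p under 0.05). Erythroid markers were higher in histotripsy-treated than in histotripsy-abscopal tumors (median 2.39, 4 of 4 genes, adjusted p = 0.00405, fry 0.467). The heat shock and unfolded protein list on day 3 was also higher in histotripsy-abscopal than in control tumors (median 0.10, 24 of 35 genes, adjusted p = 2.04e-04) and in histotripsy-treated than in histotripsy-abscopal tumors (median 0.19, adjusted p = 0.00123).

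The libraries of each comparison were also divided in other ways into groups of the same sizes, the real division included. A count of genes as large came from 7 of 100 divisions for CD45- day 3 treated against control, 100 of 100 for abscopal against control, where 0 genes were called, and 1 of 100 for treated against abscopal; from 2, 100 and 1 of 100 for the same comparisons in CD45+ cells on day 3; from 100 and 2 of 100 and 35 of 35 in CD45- cells on day 7; and from 100 and 100 of 100 and 35 of 35 in CD45+ cells on day 7, where 0 genes were called. For the interactions the numbers were 60 of 60 and 2 of 60 in CD45- treated and abscopal tumors and 2 of 60 and 60 of 60 in CD45+ treated and abscopal tumors. For lists in CD45- cells on day 3, as large a result came from 52, 95 and 55 of 100 divisions (necroptosis, for treated and abscopal against control and treated against abscopal), 4, 24 and 9 (ER stress), 38, 45 and 45 (LPS), 25, 43 and 32 (TNF), 26, 31 and 36 (inflammatory), 10, 23 and 34 (heat shock) and 42 (Zfp, treated against control). On day 7 they were 34 and 81 of 100 (ferroptosis) and 90 and 16 of 100 (interferon) for treated and abscopal against control. In CD45+ cells on day 3 they were 31, 21 and 1 of 100 for chemotaxis and 89 of 100 for LPS, and on day 7 95 of 100 and 33 of 35 for inflammatory (treated against control and abscopal), 19 and 3 of 100 and 22 of 35 for interferon, and 4 of 35 for chemotaxis. Where 0 genes were called, in 7 of the 12 counts and 2 of the 4 interactions, each division is as large by definition and nothing is decided. Of the 5 counts and 2 interactions above 0, 4 and 2 were reached in under 5% of the divisions, and so were 3 of the 33 lists. Of these 3, ER stress and chemotaxis on day 3 hold genes that the paper chose on these libraries in their real groups, which favors the real division.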
